# Engram-specific transcriptome profiling of contextual memory consolidation

**DOI:** 10.1038/s41467-019-09960-x

**Published:** 2019-05-20

**Authors:** Priyanka Rao-Ruiz, Jonathan J. Couey, Ivo M. Marcelo, Christian G. Bouwkamp, Denise E. Slump, Mariana R. Matos, Rolinka J. van der Loo, Gabriela J. Martins, Mirjam van den Hout, Wilfred F. van IJcken, Rui M. Costa, Michel C. van den Oever, Steven A. Kushner

**Keywords:** Learning and memory, Classical conditioning, Hippocampus

## Abstract

Sparse populations of neurons in the dentate gyrus (DG) of the hippocampus are causally implicated in the encoding of contextual fear memories. However, engram-specific molecular mechanisms underlying memory consolidation remain largely unknown. Here we perform unbiased RNA sequencing of DG engram neurons 24 h after contextual fear conditioning to identify transcriptome changes specific to memory consolidation. DG engram neurons exhibit a highly distinct pattern of gene expression, in which CREB-dependent transcription features prominently (*P* = 6.2 × 10^−13^), including *Atf3* (*P* = 2.4 × 10^−41^), *Penk* (*P* = 1.3 × 10^−15^), and *Kcnq3* (*P* = 3.1 × 10^−12^). Moreover, we validate the functional relevance of the RNAseq findings by establishing the causal requirement of intact CREB function specifically within the DG engram during memory consolidation, and identify a novel group of CREB target genes involved in the encoding of long-term memory.

## Abstract (web summary)

The molecular mechanisms underlying contextual fear memory consolidation by sparse dentate gyrus (DG) neuronal populations remain unclear. Here using unbiased RNA sequencing of DG engram neurons the authors identify persistent transcriptome modifications during memory consolidation, in which CREB-dependent transcription features prominently

## Introduction

Fear memories are encoded and stored in the brain by sparse ensembles of neurons collectively termed as memory engrams or traces. Selective ablation^1^ or optogenetic silencing^2^ of engram neurons results in a deficit of conditioned fear responding, while targeted activation of molecularly tagged engrams is sufficient to elicit memory expression^3^. In particular, the dentate gyrus (DG) of the hippocampus is critical to the encoding of the contextual representation associated with fear memories, wherein an estimated 2–4% of DG neurons exhibit modulated activity during retrieval of contextual fear memories^4^.

The cellular mechanisms of memory allocation to engram cells has been carefully investigated, revealing the intrinsic excitability of dentate neurons as a critical determinant underlying their recruitment into a memory engram^5,6^. Once allocated, the successful consolidation of memory requires a dynamic time-dependent process of gene transcription^7^ and protein translation^8^. Recent technological advancements have made it possible to examine early transcriptional changes in sparsely distributed ensembles due to the rapid expression of immediate early genes (IEGs) after an activity-inducing experience^9^. However, the enduring molecular dynamics necessary for memory consolidation within engram cells encoding contextual fear memories have yet to be revealed due the transient nature of most IEGs.

Here, demonstrate that the IEG, *Activity Regulated Cytoskeleton Associated Protein* (*Arc*), is selectively and persistently expressed in DG engram cells after fear conditioning. This sustained expression of *Arc* enabled us to examine the differential transcriptional profile of DG memory-trace neurons compared to their nonactivated neighbors, 24 h after fear conditioning. Our findings revealed genome-wide alterations in the neuronal transcriptome of engram cells during contextual fear memory consolidation. In particular, unbiased upstream analysis revealed the CREB network to be activated exclusively in engram neurons after fear conditioning (FC), a finding causally validated by manipulating CREB function specifically in engram neurons.

## Results

### Sustained activation of *Arc* after fear conditioning

In order to visually label neurons activated during the encoding of a fear memory, we made use of the *Arc*::dVenus mouse line^10^. In this system, the expression of a destabilized fluorescent reporter (dVenus) is coupled to the promoter of the IEG *Activity Regulated Cytoskeleton Associated Protein* (*Arc*)^10^ (Supplementary Fig. 1a), a well-established marker of recent neuronal activity^11^. FC leads to the formation of a robust contextual fear memory (Supplementary Fig. 1b, c) with concordant dVenus expression in a sparse population of neurons distributed along the rostrocaudal axis of the DG (Supplementary Fig. 1d), consistent with prior observations of *Arc* expression in the DG following novel experience^12^. We observed high co-localization between endogenous Arc protein, the *Arc*::dVenus reporter, and the proto-oncogene c-Fos 90 min after FC (P[Fos^+^|Arc^+^] = 85.2 ± 1.3%, P[Arc^+^|Fos^+^] = 96.3 ± 0.7%, P[Fos^+^|dVenus^+^] = 82.1 ± 2.6%, P[dVenus^+^|Fos^+^] = 82.7 ± 4.1%) (Supplementary Fig. 2), confirming that Arc and Fos tag a highly overlapping population of DG engram neurons.

We next aimed to characterize the temporal activation profile of DG memory engram neurons by quantifying *Arc*::dVenus expression at successive time-points after FC (Fig. 1a). The number of dVenus^+^ cells exhibited a rapid (within 1 h) and sustained (up to 24 h) increase following training (baseline: 10.54 ± 1.96 cells per 1.3 mm^2^, 1 h: 30.13 ± 0.69 cells per 1.3 mm^2^, 5 h: 34.96 ± 1.66 cells per 1.3 mm^2^, 8 h: 29.26 ± 1.48 cells per 1.3 mm^2^, 14 h: 31.99 ± 1.91 cells per 1.3 mm^2^, 24 h: 36.98 ± 4.14 cells per 1.3 mm^2^) (Fig. 1b, c). This sustained hippocampal *Arc*::dVenus activation was specific to the DG and not observed in the CA1 or CA3 subregions, in which dVenus^+^ cells were robustly observed at 5 h, but no longer at 24 h after training (Supplementary Fig. 3).

**Fig. 1:**
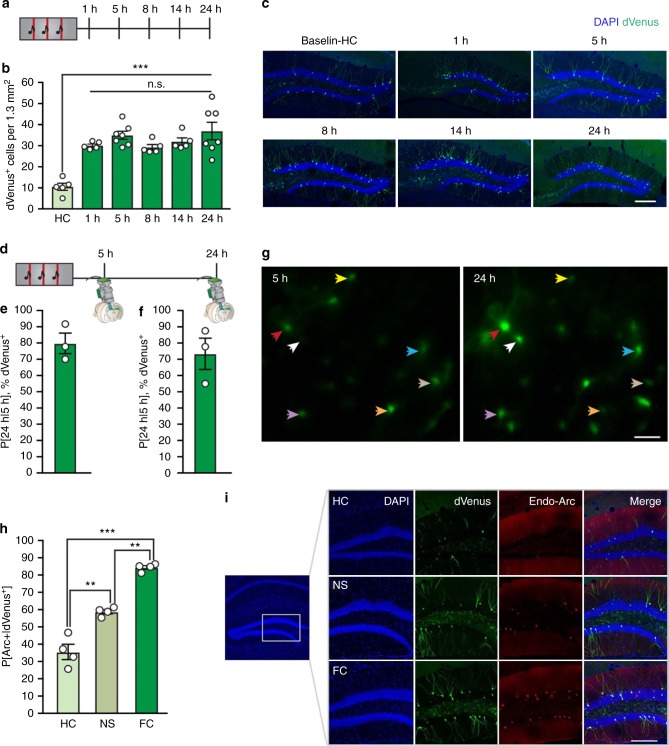
Activity-dependent, sustained expression of *Arc*::dVenus in DG granule cells. **a** Experimental setup. *Arc*::dVenus mice were fear conditioned and the number of dVenus^+^ cells was measured in the DG at successive time-points; 1 h (*n* = 5), 5 h (*n* = 7), 8 h (*n* = 5), 14 h (*n* = 5) and 24 h (*n* = 7), after training. Home-cage (HC) controls (*n* = 5) serve as a baseline. **b** Number of dVenus^+^ cells per 1.3 mm^2^ section in the DG, at specific time-points after fear conditioning. Analysis of variance: effect of training history over baseline (HC): *F*_(1,33)_ = 13.102, *P* = *P* = 1.0 × 10^−5^; post hoc LSD: HC vs. 1 h: *P* = 2.2 × 10^−5^, HC vs. 5 h: *P* = 1.9 × 10^−5^, HC vs. 8 h: *P* = 4.0 × 10^−5^, HC vs. 14 h: *P* = 6.0 × 10^−6^, HC vs. 24 h: *P* = 4.5 × 10^−8^. **c** Representative images of the DG from fear conditioned mice at each successive time-point after fear conditioning. Scale bar: 200 μm. **d** Animals were implanted with microendoscopes to longitudinally monitor in vivo dVenus fluorescence in the DG (*n* = 3). **e** Percentage of dVenus^+^ cells at 5 h that also express dVenus 24 h after fear conditioning. **f** Percentage of dVenus^+^ cells at 24 h that also expressed dVenus 5 h after fear conditioning. **g** Representative microendoscopy images of dVenus^+^ cells at 5 and 24 h. Colored arrows indicate cells expressing dVenus at both time-points. Scale bar: 100 μm. **h** Percentage of dVenus^+^ cells in the DG that also express endogenous Arc in home-cage controls (HC, *n* = 4), no shock controls (NS, *n* = 4) or fear conditioned animals (FC, *n* = 4). Multivariate analysis of variance: *F*_(2,12)_ = 40.2, *P* = 0.0003, post hoc LSD: HC vs. NS: *P* = 0.006, HC vs. FC: *P* = 0.0001, NS vs. FC: *P* = 0.003. **i** Representative images demonstrating co-expression of endogenous Arc and dVenus.   *P < 0.05, **P < 0.01, ***P < 0.001. Data are presented as mean ± SEM. Scale bar: 200 μm. Source data are provided as a Source Data file

Next, we explored whether the temporal stability over 24 h in the number of DG dVenus^+^ cells resulted from the recruitment of a stable ensemble with sustained dVenus^+^ expression, or whether the population of dVenus^+^ cells—although maintained as a constant overall number—is dynamically changing. In order to distinguish between these possibilities, we performed in vivo microendoscopic imaging to monitor dVenus expression in DG cells over the 24 h time course (Fig. 1d). Consistent with a largely stable population, we found that dVenus^+^ cells exhibited persistent expression over time (Fig. 1e–g). In particular, 79.8% of dVenus^+^ neurons at 5 h were also dVenus^+^ at 24 h (Fig. 1e). Conversely, 73.5% of dVenus^+^ cells at 24 h were also dVenus^+^ at 5 h (Fig. 1f). Finally, we confirmed that the sustained expression of *Arc*::dVenus at 24 h was due to enduring expression of endogenous Arc by performing a double immunostaining. As expected, we observed a higher level of co-localization between Arc and dVenus in the DG of FC animals compared to home-cage (HC) or no-shock (NS) controls (P[Arc^+^|dVenus^+^]; HC: 36.5 ± 12.4%, NS: 58.8 ± 2.1%, FC: 84.10 ± 1.3%) (Fig. 1h, i). Lastly, we performed a longitudinal series of quantifications of the co-localization between endogenous Arc and *Arc*::dVenus reporter after conditioning (P[Arc^+^|dVenus^+^]; 1 h: 81.3 ± 1.7%, 5 h: 71.6 ± 0.5%, 14 h: 83.7 ± 0.9%) (Supplementary Fig. 4).

Taken together, these data confirm that *Arc* exhibits sustained expression for at least 24 h in DG fear memory neuronal ensembles.

### The engram has a distinct transcriptome during consolidation

Memory consolidation is a dynamic process requiring several waves of gene transcription, with a delayed wave being necessary for the persistence of long-term memory^13^. However, investigations of the molecular underpinnings of memory consolidation in engram cells have thus far been limited by: (1) the transient nature of neuronal IEG expression, and (2) the sparse distribution of the engram. Therefore, the sustained expression of *Arc* within the DG engram presented us with the unique opportunity to query enduring molecular changes. 

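RNA was collected 24 h after training from 12 fear conditioned mice (FC) and 4 mice exposed to the context without a shock (NS), and from 3 home-cage mice without training (HC). All carried the *Arc*::dVenus reporter, in which the *Arc* promoter drives a destabilized fluorescent protein. From each mouse 1 library was made of 10 dVenus+ cells and 1 of 10 neighboring dVenus- cells, which gave 38 libraries. For every library the authors deposited the number of uniquely aligned reads counted on each gene, without normalization, after alignment to mm10 with tophat2 and counting with htseq-count on NCBI transcripts. In FC mice, between 1352288 and 11151828 reads per dVenus+ library (median 7080448) and between 3554946 and 18394761 per dVenus- library (median 9955727) were counted on genes. In NS mice the totals ran from 5713182 to 8470731 in dVenus+ (median 6538319) and from 8415900 to 8771721 in dVenus- libraries (median 8647187). In HC mice they ran from 5970884 to 7456391 in dVenus+ (median 7034630) and from 6856117 to 9096451 in dVenus- libraries (median 8560998). The FC mice were sequenced in 3 batches of 2, 4 and 6 mice and all 7 NS and HC mice in another batch. Training history and batch therefore cannot be told apart where levels of FC mice are compared with those of NS or HC mice, whereas NS and HC mice share a batch and each dVenus+ against dVenus- comparison lies within a mouse and within a batch.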

Using fluorescence-guided cell aspiration, we performed RNA sequencing from neighboring dVenus^+^ and dVenus^−^ cells to examine their differential gene expression profiles 24 h after FC. From each animal, the contents of 10 dVenus^+^ and 10 neighboring dVenus^−^ DG cells were aspirated using a modified approach for pulling nucleated patches^14,15^ (Fig. 2a). 

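The counts were tested here with edgeR's quasi-likelihood test after TMM normalization, with the mouse as a block and each group fitted on its own. The test covered the genes with at least 10 counts in at least as many libraries as the group has mice, which were 9709 genes in FC, 8187 in NS and 7588 in HC. A gene was called where its Benjamini-Hochberg adjusted p-value was under 0.05 and its absolute log2 fold change over 1, the thresholds of the paper, whose own tool, DESeq2, was run as an alternative. The spread left after the mouse block was large, with a common biological coefficient of variation of 1.20 in FC, 1.42 in NS and 1.42 in HC libraries. On counts simulated with this spread for the same genes and libraries, 200 genes were given log2 fold changes of 2, 4 or 6 in either direction. Of these edgeR recovered 65.5% with the 12 FC mice, 12.5% with the 4 NS mice and 1.5% with the 3 HC mice. Smaller changes were not simulated. The false calls were 6 of 137 in the FC simulation, 2 of 27 in NS and 1 of 4 in HC, whereas DESeq2 without a prior on fold changes made 335 false calls among 492 on the same simulated counts in FC. DESeq2 with a prior was not simulated. The simulated spread followed edgeR's trend with expression, without a spread of its own for each gene and without levels that differ between mice. The comparison of the tools therefore holds for such counts and is not shown for the real ones. The reads carry no molecular identifiers, so limits derived from a count of 0, set here at 3 counts, cover counting error only. Over the alternatives the number of FC calls ran from 12, with only the 4 mice of one batch, to 1966, with DESeq2 and no count filter.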

Full length cDNA was generated from each ten-cell sample using the SmartSeq 2^16^ protocol. 

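Counting reads on genes, outside genes and on overlapping genes together, between 2530638 and 23108171 reads aligned uniquely per library, with a median of 11577735. In 6 of the 38 libraries, all of them from FC mice, this number, which leaves out reads that aligned to more than 1 place, was under 10 M. With all such alignments added 2 of them stay under it. The lowest were the dVenus+ libraries of mouse 03 with 2530638 reads and of mouse 05 with 7322420 reads. Of the uniquely aligned reads, between 16.4% and 59.7% lay outside annotated genes and at most 1.58% were ambiguous between genes, and neither entered the tests.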

Illumina HiSeq Rapid v2 sequencing chemistry was utilized to generate a minimum of 10 M aligning reads per sample. 

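The libraries of the 12 FC, 4 NS and 3 HC mice were analysed here, and the pairs that the authors excluded were not. At least 1 read was counted on 10879 ± 1598 genes in FC dVenus+ libraries (SD, n = 12) and on 11478 ± 1104 genes in FC dVenus- libraries (SD, n = 12). This difference of -598.5 genes within mice was smaller than its spread (SD 1632), with 7 of 12 mice higher in dVenus+ cells (exact sign-flip permutation test, two-sided, p = 0.229, adjusted p = 0.275). In Supplementary Data 1 a smaller percentage of reads aligned in dVenus+ libraries, by -13.7 points on average in FC mice, with 2 of 12 mice higher (exact sign-flip permutation test, two-sided, p = 0.0322, adjusted p = 0.0966 over the 6 measures of library quality compared). In NS mice dVenus+ libraries had 820.5 more genes and in HC mice 1103 more, in 3 of 4 and 3 of 3 mice, and with so few mice the exact sign-flip test cannot give a p-value under 0.125 and 0.25.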

A total of 16 paired samples from FC, 4 paired samples from NS and 4 paired samples from HC were collected, of which 4 FC paired samples and 1 HC paired sample did not pass quality control and were excluded from further analyses (Supplementary Data 1). In total, 11,802 genes passed quality control and were subjected to multidimensional scaling and clustering. 

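The authors' deposited table of all libraries holds 11802 of the genes, with counts identical to those of the single libraries. Keeping the genes with at least 5 counts in at least 10 of the 38 libraries gave exactly these 11802 genes, a rule found by searching through minimums after the data were seen, since the paper's text does not name one. With edgeR on these genes in place of the count filter used here, 466 genes were called in FC, 2 in NS and 0 in HC mice, where 522 genes had an unadjusted p-value under 0.05.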

Regularized log counts of a panel of known DG granule cell-enriched genes^17^ further confirmed the cell type-specificity (Supplementary Fig. 5). 

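In FC mice *Prox1*, a marker of granule cells, had 115 ± 134 normalized CPM in dVenus+ (SD, n = 12) and 132 ± 96.7 in dVenus- libraries (SD, n = 12), a log2 fold change of -0.77 (standard error 0.53, adjusted p = 0.477, edgeR with Benjamini-Hochberg adjustment). Among the other excitatory neuronal genes of the panel, *Camk2a* had 735.5 ± 535.7 and 1367 ± 318 normalized CPM, a log2 fold change of -1.15 (standard error 0.28, adjusted p = 0.0148, edgeR with Benjamini-Hochberg adjustment). The interneuron gene *Sst* had 4.57 ± 15.5 and 0.0786 ± 0.198 normalized CPM, the oligodendrocyte gene *Mog* 0.444 ± 0.978 and 0.217 ± 0.466, and the microglial gene *Itgam* 2.82 ± 3.15 and 1.72 ± 3.71, in dVenus+ and dVenus- libraries in this order. *Sst* reached 10 counts in only 1 library, of dVenus+ cells. *Vip*, also in the panel, had 10.4 ± 36.0 normalized CPM in dVenus+ and 0 in dVenus- libraries. All of its 373 counts lay in 1 dVenus+ library. The astrocyte gene *Slc1a2* was higher than these, with 214 ± 264 and 389 ± 372 normalized CPM. Of the 14 genes of the panel, 8 passed the count filter in FC and 2 were called, *Malat1* higher and *Camk2a* lower. A list of 9 granule cell genes, 5 of them also in this panel, was lower in dVenus+ than in dVenus- libraries of FC mice by -1.79 in log2 CPM (SD 1.40, 1 of 12 mice higher, exact sign-flip permutation test, p = 0.000977, adjusted p = 0.00977 over 10 lists).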

Sample-to-sample principal component analysis for the top 100 genes across all conditions revealed that PC1 scores (18% variance) distinguished samples based on cell activation (dVenus^+^ vs. dVenus^−^ neurons) (Fig. 2b, Supplementary Data 2). Moreover, PC2 scores (11% variance) separated samples based on training history, with dVenus^+^ cells from the FC group of 12 independent replicates splitting away from dVenus^+^ cells of the NS and HC groups (Fig. 2b). 

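In the regularized log counts of the 38 libraries, computed with DESeq2 from genes with at least 10 counts in at least 3 libraries, PC1 of the 100 most variable genes held 13.2% of the variance. PC1 was higher in the dVenus+ library of 12 of 12 FC mice, by 17.3 on average (SD 36.2, exact sign-flip permutation test, two-sided, p = 0.000488, the smallest it can give). It was higher in 3 of 4 NS mice, by 6.21 (SD 5.72), and in 3 of 3 HC mice, by 5.45 (SD 4.57), where the smallest p-values that the exact test allows are 0.125 and 0.25. The mean in FC rests largely on the dVenus+ library of mouse 04, whose score was 122.4, and without this mouse the difference was 7.01 with 11 of 11 mice higher (exact sign-flip permutation test, p = 0.000977). Only 21 of these 100 genes are among the 100 of Supplementary Data 2. With the genes of Supplementary Data 2, PC1 held 18.9% of the variance and was higher in dVenus+ libraries of 19 of 19 mice, by 27.8 (SD 8.86, sign-flip permutation test, p = 2e-05). The regularized log moved by more than 0.1 in 585 of 14075 genes when another linear algebra kernel was used, which changed PC1 of the 100 most variable genes to 14.7%, higher in dVenus+ libraries of 11 of 12 FC mice (exact sign-flip permutation test, p = 0.00293) and of 17 of 19 mice, whereas with the genes of Supplementary Data 2 it stayed at 18.9%.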

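PC2 of the 100 most variable genes held 10.4% of the variance. Among dVenus+ libraries its mean was 7.99 (SD 30.5, n = 12) in FC and 3.78 (SD 11.1, n = 7) in NS and HC mice, a difference of 4.20 that is smaller than the spread (exact permutation test, two-sided, p = 0.862). Among dVenus- libraries the difference was 3.81 (exact permutation test, p = 0.0631). The dVenus+ library of mouse 07 had the score 101.2, and without it the difference among dVenus+ libraries was -4.27 (exact permutation test, p = 0.433). With the genes of Supplementary Data 2, PC2 held 11.1% of the variance and was higher in FC than in NS and HC mice by 15.0 among dVenus+ libraries (exact permutation test, p = 0.00496) and by 15.0 among dVenus- libraries (exact permutation test, p = 0.00502). Every FC library was sequenced in other batches than the NS and HC libraries, so that no value of PC2 within a batch compares the groups.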

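With the 500 most variable genes, PC1 held 9.35% and PC2 8.47% of the variance of the regularized log counts. PC1 was then higher in the dVenus+ library of 15 of 19 mice (mean difference 16.3, SD 28.6, sign-flip permutation test, p = 0.01), and PC2 was lower in dVenus+ libraries of 12 of 12 FC mice, with a mean difference of -38.1 (SD 24.7, exact sign-flip permutation test, p = 0.000488). Between FC and the NS and HC mice, PC1 differed by 38.2 among dVenus+ libraries (exact permutation test, p = 0.00141) and by 31.5 among dVenus- libraries (exact permutation test, p = 0.000655). PC2 differed by 5.39 among dVenus+ libraries (exact permutation test, p = 0.643) and by 16.8 among dVenus- libraries (exact permutation test, p = 0.0032). With the 500 most variable of the genes that had at least 10 counts in at least 10 libraries, PC1 was higher in the dVenus+ library of 9 of 19 mice (mean difference 3.82, sign-flip permutation test, p = 0.5), and PC2 differed between FC and the other mice by 4.98 among dVenus+ (exact permutation test, p = 0.222) and by -3.48 among dVenus- libraries (p = 0.405). With the 100 most variable of the same genes, PC1 held 18.8% of the variance. It was then higher in the dVenus+ library of 19 of 19 mice, by 28.0 (sign-flip permutation test, p = 2e-05). For the 100 most variable genes under the filter of 3 libraries, PC1 was higher in 19 of 19 mice after a variance stabilizing transformation and in 17 of 19 on log2 CPM.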

PCA analysis of the top 500 genes also resulted in a similar distinction of cells based on their activation and training history, indicative of a transcriptome robustly unique to fear memory engram cells (Supplementary Fig. 6).

**Fig. 2:**
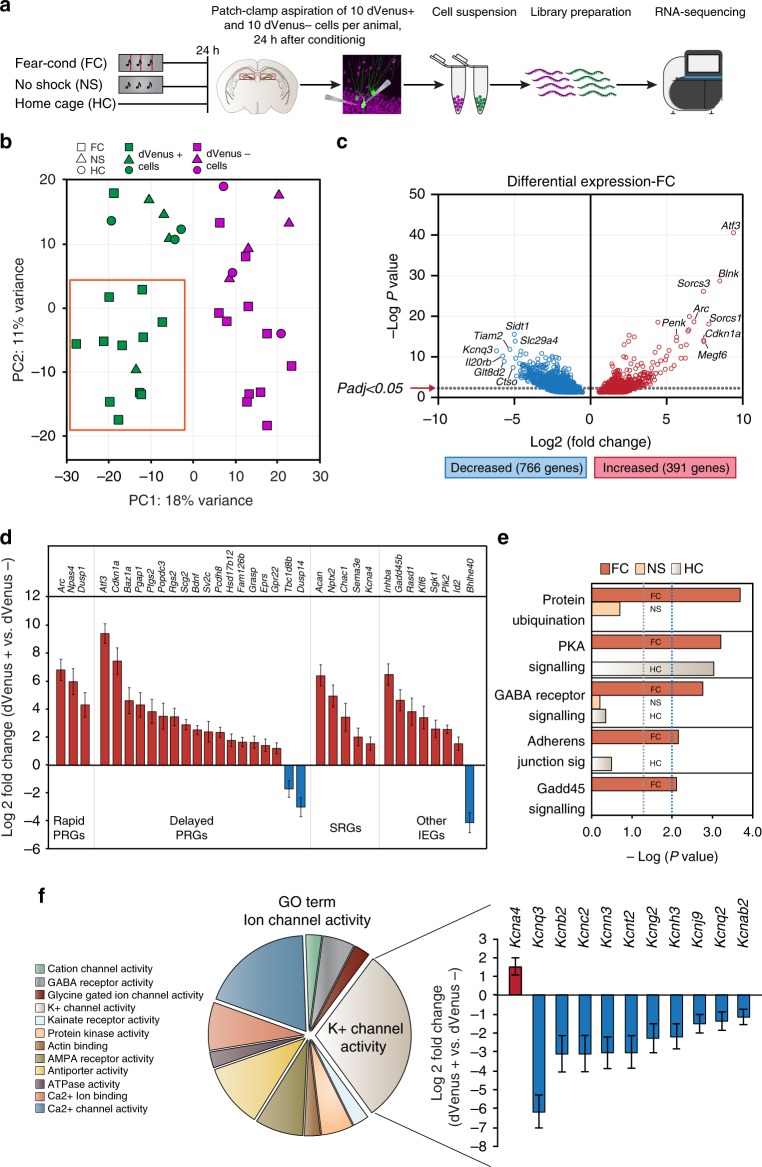
Fear conditioning induces a unique transcriptional profile in DG engram cells. **a** Experimental setup. Nucleated patch aspiration was performed 24 h after fear conditioning (FC, *n* = 12 biological replicates), context-only exposure (NS, *n* = 4 biological replicates), or naïve home-cage controls (HC, *n* = 3 biological replicates). **b** Sample-to-sample principal component analysis. PC1 scores separated samples by state of activation (dVenus^+^ [green] vs. dVenus^−^ [magenta]) across all experimental groups, while PC2 separated samples based on their training history (fear conditioned group [FC] vs. naïve home-cage [HC] and no-shock [NS] controls). Orange rectangle delineates the corresponding PC1/PC2 isolated quadrant. **c** Differential expression between dVenus^+^ and dVenus^−^ cells for all genes with a raw *P* < 0.05. Dotted line indicates *P*_adj_ < 0.05 (FDR corrected). Genes that are upregulated in dVenus^+^ cells are in red, and genes that are downregulated in dVenus^+^ cells are in blue . The top 7 up and downregulated genes along with the total number of regulated genes with *P*_adj_ < 0.05 are labeled. **d** Log_2_ fold change of a panel of known activity regulated genes between dVenus^+^ and dVenus^−^ cells 24 h after fear conditioning. PRGs primary response genes, SRGs secondary response genes. Data are presented as mean ± SEM. **e** Functional pathway enrichment with *P* < 0.01 of differentially expressed genes in the FC group. The enrichment of these pathways in the NS and HC groups is plotted alongside the FC group. Gray dotted line indicates significance threshold set at −log_10_ *P* > 1.3 (*P* *<* 0.05, Fisher’s exact test), and blue dotted line indicates significance threshold set at −log_10_ *P* *>* 2 (*P* *<* 0.01, Fisher’s exact test). **f** Gene ontology (GO) analysis of molecular function revealed Ion channel activity as overrepresented in the FC group (GO:0005216, *      P* = 2.7 × 10^−5^, FDR corrected Fisher’s exact test). Of the 40 genes in this GO class, 11 were K+ channels. The genes of these K+ channels are plotted in the right panel as a log_2_ fold change between dVenus^+^ and dVenus^−^ cells. Data are presented as mean ± SEM

Differential gene expression analysis (DeSeq2^18^) using a group-wise paired-sample design (dVenus^+^ vs. dVenus^−^) revealed transcriptome changes specific to dVenus^+^ cells (Supplementary Data 3) in all three experimental groups (Supplementary Fig. 8b–d). A total of 1157 genes in the FC group (Fig. 2c), 175 in the NS group (Supplementary Fig. 7a), and 638 genes in the HC group (Supplementary Fig. 7b) exhibited differential regulation between dVenus^+^ and dVenus^−^ neurons (false-discovery rate (FDR) corrected *P* value < 0.05 with absolute log_2_ fold change > 1.0). Of these, 10 genes were differentially expressed in both the HC and NS groups, 92 genes in both the HC and FC groups, 26 genes in both the NS and FC groups, and 2 genes in all three experimental groups (Supplementary Fig. 7c–e). 

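With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 422 of the 9709 genes tested were called in FC mice, 146 higher and 276 lower in dVenus+ than in dVenus- cells. At an unadjusted p-value under 0.05 there were 1724 genes in FC, where chance would give 485. In NS mice 4 of 8187 genes were called, *Arc*, *Malat1* and *Snhg11* higher and *Shroom2* lower, and 710 genes had an unadjusted p-value under 0.05 against 409 from chance. In HC mice 0 of 7588 genes were called, and 532 genes had an unadjusted p-value under 0.05 against 379 from chance. With each mouse left out in turn the FC calls numbered from 292 (without mouse 01) to 405 (without mouse 05), while the NS calls numbered 1 without mouse 18 (*Rn45s*, named after its values were seen), 2 without 19, 0 without 20 (460 genes at an unadjusted p-value under 0.05) and 1 without 21. In these 4 fits *Malat1* was called in 2, *Arc* in 1 and *Snhg11* and *Shroom2* in 0. With DESeq2's size factors in place of TMM the NS calls were 11, 5 higher and 6 lower. All of the 12 FC mice moved the same way for 136 of the 422 called genes, 46 of them higher, where chance gives 0.0488% of genes not chosen by a test. As the test favors genes that move alike in every mouse, these counts only describe the calls. Among these the largest changes in FC were those of *Arc*, *Blnk* (log2 fold change 8.28), *Sorcs3*, *Pappa* (7.31), *Inhba*, *Gpnmb* (6.90), *Penk*, *Blvrb* (5.80), *Tiam2* (-5.01) and *B3galt5* (-4.94). The value of *Blnk*, with at least 10 counts in only 1 of 12 dVenus- libraries, ranged from 7.94 to 11.1 with each mouse left out. In NS mice the 4 called genes moved the same way in each of the 4 mice, where chance gives 12.5%, with log2 fold changes of 4.87 for *Snhg11*, 1.81 for *Malat1* and -6.91 for *Shroom2*. Of the genes that the paper lists as regulated, 1014 in FC, 158 in NS and 612 in HC were tested here, and each had the same sign here as in the paper. Of these, 419 in FC, 3 in NS and 0 in HC mice were called here, and 1012, 154 and 363 had an unadjusted p-value under 0.05. The lists were chosen on the same libraries, so this is not independent evidence. DESeq2 on the same genes called 671 genes in NS and 625 in HC mice.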

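Among the calls made here, 4 genes were shared by FC and NS mice, all in the same direction, where 0.187 would be shared by chance among the 7758 genes tested in both (one-sided Fisher's exact test, p = 4.72e-06). FC and HC mice shared 0 calls and NS and HC mice 0, since no gene was called in HC. Of the FC calls, 281 of 363 tested in NS mice and 273 of 353 tested in HC mice had the same sign there, 77.4% and 77.3%, where chance alone would give an equal split of signs. Of these, 68 in NS and 47 in HC mice had an unadjusted p-value under 0.05 with the same sign, and 4 and 3 with the opposite sign. Whether the dVenus+ against dVenus- change differs between the groups was tested as an interaction in 1 fit of all 38 libraries, over 14075 genes. For FC against NS 0 genes and for FC against HC 0 genes passed an adjusted p-value of 0.05 (edgeR with Benjamini-Hochberg adjustment), with 763 and 892 genes at an unadjusted p-value under 0.05 against 704 from chance. DESeq2's test of the same interactions gave 1293 and 1672 genes. The contrasts rest on only 4 NS and 3 HC mice, and the power of this test was not simulated. The 0 genes from edgeR therefore do not show that the groups change alike.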

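The Spearman correlation of log2 CPM, over genes with at least 10 counts in at least 3 libraries, had a median of 0.606 between FC dVenus+ libraries (range 0.512 to 0.802) and of 0.653 between FC dVenus- libraries (range 0.572 to 0.799). The medians were 0.573 and 0.57 within NS dVenus+ and dVenus- libraries and 0.542 and 0.514 within HC dVenus+ and dVenus- libraries. The dVenus+ and dVenus- libraries of the same mouse correlated with a median of 0.59, and those of different mice of a group with 0.58. Restricting the genes to those with at least 10 counts in at least 10 of the 38 libraries lowered the median within FC dVenus+ libraries to 0.525. These correlations run across genes, which are not independent replicates.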

Variability between libraries was addressed using a sample-to-sample correlation matrix (Supplementary Fig. 8a). 

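Of the 422 genes called in FC mice, 419 are in the list of Supplementary Data 4. For 138 of these, 32.9%, that list names none of the other screens, and for 281 it names at least 1. Over all of the 1157 FC genes in the paper's list, the share without another screen is 33.5%.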

Notably, the majority of genes identified 24 h after FC were not identified in transcriptomic analyses of (1) whole hippocampus 1 or 24 h after seizure induction^19^, (2) activated DG granule cells 1 h after novelty exposure^9^, (3) whole hippocampus 5 min, 30 min, 1 h or 4 after FC^20^, or (4) activated ensembles from the temporal association cortex 6 h after auditory FC^21^ (Supplementary Data 4).

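*Arc* (chromosome 15 of GRCm38, 74669081 to 74672570) had 1003 ± 362 normalized CPM in dVenus+ and 31.2 ± 62.8 in dVenus- libraries of FC mice (SD, n = 12), and was higher in the dVenus+ library of 12 of 12 mice. Its log2 fold change was 8.75 (standard error 0.95, adjusted p = 6.49e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it ranged from 8.15 to 9.45 across the 12 fits that each left out 1 mouse. Over the other alternatives it ran from 4.98, without the mouse as block, to 10.56, with DESeq2 on the same genes, and with only 4 mice it was 5.72 and not called (adjusted p = 0.104). In the dVenus- libraries of mice 06, 07 and 14, *Arc* had 1276, 1095 and 2549 counts, and in the other 9 at most 16. In NS mice *Arc* had 354.9 ± 298.4 normalized CPM in dVenus+ and 0.943 ± 1.79 in dVenus- libraries (SD, n = 4), a log2 fold change of 8.75 (standard error 1.44, adjusted p = 0.00184, edgeR with Benjamini-Hochberg adjustment), higher in 4 of 4 mice. It was called in NS in only 1 of the 4 fits that left out 1 mouse, without mouse 19 (adjusted p = 0.0122, edgeR with Benjamini-Hochberg adjustment), and its adjusted p-value reached 0.793 in the others. In HC mice it had 305.9 ± 159.4 and 1.53 ± 2.51 (SD, n = 3), a log2 fold change of 8.33 (standard error 1.61), higher in 3 of 3 mice. This size rests on the dVenus- library of mouse 17 with 51 counts, the only one in HC with more than 3. Without mouse 17 the fold change has no fixed size, and without mouse 15 or 16 its log2 was 7.46 or 8.12. The unadjusted p-value in HC was 0.00018 in edgeR's test and the adjusted p-value 0.455, and over the alternatives the adjusted p-value ran from 7.51e-05, with DESeq2 on the same genes, to 0.873, with edgeR and 1 mouse left out.

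**Figure D1:**
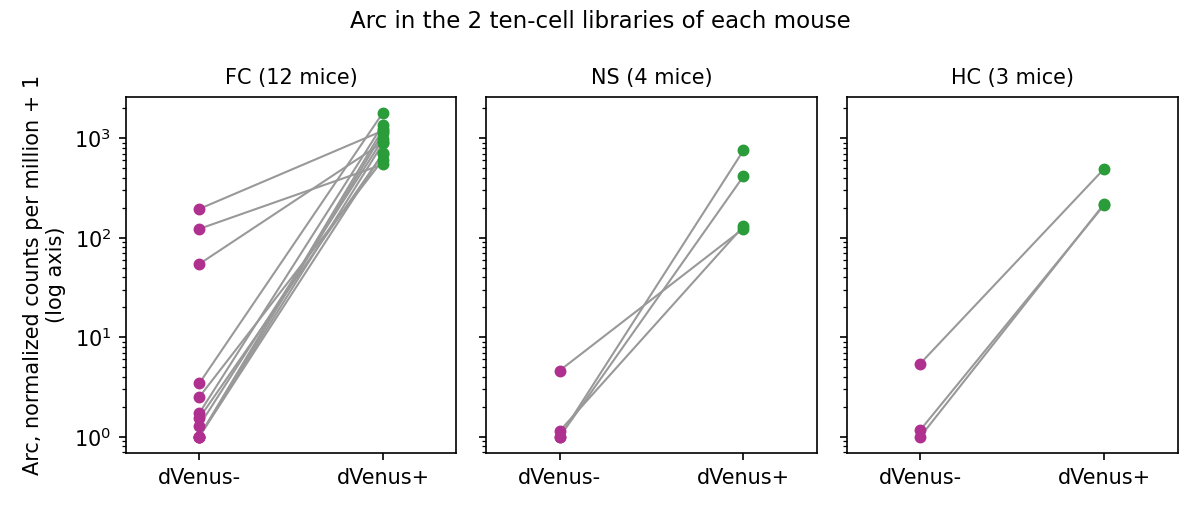
*Arc* in normalized CPM plus 1, on a log axis, in the dVenus- and dVenus+ library of each FC, NS and HC mouse. Points are libraries, and lines join the 2 libraries of a mouse. The dVenus+ library is higher in each of the 12 FC, 4 NS and 3 HC mice, and 3 FC mice have dVenus- libraries far above the other dVenus- libraries.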

As expected, endogenous *Arc* was highly upregulated in dVenus^+^ cells compared to dVenus^−^ cells across all experimental groups (FC: Log_2_ fold change = 6.79*, P* = 2.3 × 10^−19^, *P*_adj_ = 4.7 × 10^−16^, NS: Log_2_ fold change = 8.40*, P* = 9.6 × 10^−11^, *P*_adj_ = 4.5 × 10^−7^, HC: Log_2_ fold change = 8.12*, P* = 2.3 × 10^−13^, *P*_adj_ = 5.1 × 10^−10^) (Fig. 2c, Supplementary Fig. 7a, b, Supplementary Data 3). We next asked whether the sustained activation profile that we observed for *Arc* was unique to this IEG, or whether other known activity regulated genes (ARGs) were also persistently expressed in engram cells. Thirty-four ARGs^9,22–25^ were differentially expressed (Fig. 2d), of which only *Arc* was also regulated in HC and *Arc*, *Dusp14*, *Nptx2*, *Inhba*, and *SgK1* were also regulated in the NS condition. 

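Of the 34 activity regulated genes of Fig. 2d, 27 passed the count filter in FC mice. Of these, 17 were called, 15 higher and 2 lower, and 27 passed when adjusted over the list alone, which is not independent evidence because the list was chosen on these libraries. The number called ran from 7 to 34 over the alternatives that kept all FC mice and added no covariate. The 7 came with at least 10 counts asked for in every library and the 34 with DESeq2 and no count filter. In NS mice 22 were tested, 1 was called (*Arc*) and 7 passed when adjusted over the list alone. In HC mice 24 were tested, 0 were called, 4 had an unadjusted p-value under 0.05 and 2 passed when adjusted over the list alone. *Dusp14* was lower in dVenus+ libraries of 12 of 12 FC mice, with a log2 fold change of -3.18 (standard error 0.83, adjusted p = 0.0241, edgeR with Benjamini-Hochberg adjustment), and of 4 of 4 NS mice, with -8.54 (standard error 1.86, adjusted p = 0.0677). In NS mice it was called with DESeq2's size factors in the edgeR fit (adjusted p = 0.0428, Benjamini-Hochberg), and its adjusted p-value lay between 1.68e-08 and 0.793 over the alternatives. *Nptx2*, *Inhba* and *Sgk1* had log2 fold changes of 5.50, 7.09 and 2.70 in FC (adjusted p = 0.00117, 1.45e-06 and 0.0199, edgeR with Benjamini-Hochberg adjustment) and of 7.34, 7.15 and 6.80 in NS mice (adjusted p = 0.396, 0.201 and 0.493). *Dusp14* and *Sgk1* were each called in FC in 10 of the 12 fits that left out 1 mouse, with adjusted p-values up to 0.0595 and 0.0551.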

Eighteen of the 34 activity related genes identified were delayed primary response genes that belong to a second wave of plasticity-related genes that require sustained activity, de novo translation and cell signaling pathway induction^24^. In contrast, other well-described learning-associated IEGs (*Fos*, *Junb*, *Homer1*, *Egr1*, *Erg2*, *Egr3*, *Egr4*) previously shown to exhibit prominent upregulation immediately following salient novel behavioral experience^9^, were unaltered in DG engram neurons 24 h after FC (Supplementary Data 3).

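Of the 18 delayed primary response genes, 13 were tested in FC mice and 7 were called, 6 higher and 1 lower, while 13 passed when adjusted over the list alone. In NS mice 11 were tested and 0 called, 4 with an unadjusted p-value under 0.05 and 3 past the threshold when adjusted over the list alone. In HC mice 14 were tested and 0 called, with 1 at an unadjusted p-value under 0.05. *Bdnf* was higher in 12 of 12 FC mice, with 589 ± 234 normalized CPM in dVenus+ and 107 ± 54.7 in dVenus- libraries (SD, n = 12) and a log2 fold change of 2.49 (standard error 0.33, adjusted p = 5.26e-05, edgeR with Benjamini-Hochberg adjustment).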

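*Junb*, *Homer1*, *Egr1* and *Egr3* passed the count filter in FC mice and 0 of the 4 were called or passed when adjusted over the list alone, with 0 at an unadjusted p-value under 0.05. Their log2 fold changes were 0.46 for *Junb* (standard error 0.99, 6 of 12 mice higher), 0.34 for *Homer1* (standard error 0.60, 7 of 12), -0.82 for *Egr1* (standard error 1.11, 5 of 12) and -1.54 for *Egr3* (standard error 0.80, 3 of 12). The smallest adjusted p-value among them was 0.315 for *Egr3* (edgeR with Benjamini-Hochberg adjustment). *Fos*, *Egr2* and *Egr4* had too few counts for the filter, and without it their log2 fold changes were -0.09 (standard error 1.65), -2.95 (standard error 2.50) and -0.41 (standard error 1.65), errors within which a change of several fold was not detectable. Without mouse 04 the log2 fold change of *Junb* was -0.012. The sign changed under at least 1 alternative for *Fos*, *Junb*, *Homer1*, *Egr1*, *Egr2* and *Egr4*.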

The most significantly regulated gene in the FC group was the transcription factor *Atf3* (670-fold upregulated in dVenus^+^ engram, log_2_ fold change = 9.38*, P* = 2.4 × 10^−41^, *P*_adj_ = 2.5 × 10^−37^) (Fig. 2c), previously implicated in experience-dependent actin structural plasticity^26^. Accordingly, we investigated the longitudinal 24 h time-course of postconditioning Atf3 protein expression. 

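*Atf3* (chromosome 1 of GRCm38, 191170296 to 191183333) had at least 10 counts in 10 of 12 dVenus+ and 1 of 12 dVenus- libraries of FC mice, fewer than the count filter asks for, and its values come from the fit without that filter. It had 131.5 ± 158.9 normalized CPM in dVenus+ and 0.199 ± 0.56 in dVenus- libraries (SD, n = 12), with 0 counts in 9 of the 12 dVenus- libraries. Its log2 fold change was 9.51 (standard error 0.94, adjusted p = 4.93e-05, edgeR with Benjamini-Hochberg adjustment), higher in 11 of 12 mice. By p-value it ranked 5 among the 18089 genes of that fit. In NS mice *Atf3* was at least 82.4-fold higher in dVenus+ cells by the limit of 3 counts in dVenus- libraries (3 of 4 mice higher, adjusted p = 0.696), and in HC mice at least 102.2-fold higher (3 of 3 mice, adjusted p = 0.677), both by edgeR with Benjamini-Hochberg adjustment. The NS value rests mostly on the dVenus+ library of mouse 18 with 758 counts (median of the 4 libraries 40), and without that mouse the limit is 19.0-fold. Without HC mouse 15 it is 54.6-fold in HC mice.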

Bimodal peaks of Atf3^+^ cells were observed at 5 and 24 h after FC (baseline: 2.43 ± 1.97 cells per 0.6 mm^2^, 1 h: 4.91 ± 0.33 cells per 0.6 mm^2^, 5 h: 10.53 ± 0.82 cells per 0.6 mm^2^, 14 h: 4.33 ± 1.84 cells per 0.6 mm^2^, 24 h: 11.52 ± 1.77 cells per 0.6 mm^2^) (Supplementary Fig. 9a–c), indicative of a dynamic expression profile consistent with transient waves of structural plasticity thought to underlie long-term memory formation^27,28^. Because few Atf3^+^ cells were positively labeled, our estimate of the proportion of dVenus+ cells expressing Atf3 was less reliable (Supplementary Fig. 9d). The discrepancy between the fold-change of Atf3 RNA compared to the protein abundance measured by immunolabeling is likely a technical limitation of the antibody quality, absolute Atf3 RNA abundance, and/or regulation of Atf3 RNA translation^29^. Consistent with this view, we consistently observed, across all experimental conditions, that nearly every measured Atf3^+^ cell was dVenus^+^ (Supplementary Fig. 9e). In addition, two different vacuolar protein sorting 10 (VPS10) domain-containing receptor family members, *Sorcs1* (Log_2_ fold change = 7.77*, P* = 8.3 × 10^−19^, *P*_adj_ = 1.3 × 10^−15^) and *Sorcs3* (Log_2_ fold change = 7.41*, P* = 7.4 × 10^−27^, *P*_adj_ = 2.6 × 10^−23^), vacuolar protein sorting 10 (VPS10) domain-containing receptor family members with known functions in AMPA receptor trafficking^30,31^, exhibited a 220- and 170-fold upregulation respectively, in dVenus^+^ engram neurons (Fig. 2c). 

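*Sorcs3* (chromosome 19 of GRCm38, 48206025 to 48805505) had 357 ± 180 normalized CPM in dVenus+ and 5.22 ± 9.54 in dVenus- libraries of FC mice (SD, n = 12), a log2 fold change of 7.70 (standard error 0.76, adjusted p = 1.1e-07, edgeR with Benjamini-Hochberg adjustment), and was higher in 12 of 12 mice. *Sorcs1*, on the same chromosome from 50143295 to 50679129, did not pass the count filter. Without the filter it had 34.0 ± 36.8 and 0.146 ± 0.505 normalized CPM (SD, n = 12), a log2 fold change of 7.54 (standard error 1.23, adjusted p = 0.00244, edgeR with Benjamini-Hochberg adjustment), and was higher in 11 of 12 mice. In NS mice *Sorcs3* was higher in 4 of 4 mice, with a log2 fold change of 2.47 (standard error 1.29, adjusted p = 0.589). In HC mice it was higher in 3 of 3, with 4.60 (standard error 2.43, adjusted p = 0.72), both by edgeR with Benjamini-Hochberg adjustment. With 1 mouse left out in turn it ranged from 1.35 to 3.37 in NS mice. In HC mice it ranged from 1.81 to 5.11 over the 2 such fits that kept it tested.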

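*Penk* (chromosome 4 of GRCm38, 4133536 to 4138815) had 603 ± 502 normalized CPM in dVenus+ and 20.0 ± 34.7 in dVenus- libraries of FC mice (SD, n = 12). The log2 fold change of 6.47 (standard error 0.74, adjusted p = 2.12e-06, edgeR with Benjamini-Hochberg adjustment) stayed between 5.99 and 6.98 with each mouse left out in turn, and *Penk* was higher in 12 of 12 mice. In NS mice it was higher in 4 of 4, with a log2 fold change of 3.81 (standard error 1.15, adjusted p = 0.357), and in HC mice in 2 of 3, with 2.32 (standard error 2.61, adjusted p = 0.814), by the same test. Without HC mouse 16 the HC value was -1.32.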

*Penk*, encoding the endogenous opioid polypeptide hormone proenkephalin was 50-fold upregulated (Log_2_ fold change = 5.66*, P* = 1.3 × 10^−15^, *P*_adj_ = 1.0 × 10^−12^). Furthermore *Acan*, encoding the integral extracellular matrix protein aggrecan, was also significantly upregulated by 84-fold, consistent with recent hypotheses about the function of perineuronal nets in the storage of long-term memories (Log_2_ fold change = 6.39*, P* = 4.5 × 10^−17^, *P*_adj_ = 5.2 × 10^−14^) (Supplementary Data 3).

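*Acan* (chromosome 7 of GRCm38, 79053226 to 79115099) had 84.7 ± 98.7 normalized CPM in dVenus+ and 2.86 ± 7.29 in dVenus- libraries of FC mice (SD, n = 12). Its log2 fold change was 6.52 (standard error 0.99, adjusted p = 0.000177, edgeR with Benjamini-Hochberg adjustment), higher in 11 of 12 mice. In NS mice, where it did not pass the count filter, *Acan* was at least 75.1-fold higher (3 of 4 mice, adjusted p = 0.696), and in HC mice at least 40.6-fold higher (2 of 3 mice, adjusted p = 0.533), by edgeR with Benjamini-Hochberg adjustment. Without the mouse with the highest dVenus+ value, 19 in NS and 15 in HC, these limits are 24.4-fold and 23.3-fold.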

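The genes that Supplementary Data 5 lists for each pathway were looked up in the tests made here, and no enrichment was recomputed. Of 30 genes of the protein ubiquitination pathway tested in FC mice, 29 were higher in dVenus+ cells, 15 of them called, and the median log2 fold change was 1.53. Of 36 genes of protein kinase A signaling, 25 were lower and 11 higher, with 10 called lower and 6 higher, and of 14 genes of GABA receptor signaling 12 were lower and 2 higher, with 6 called lower and 2 higher. Among the 17 genes of epithelial adherens junction signaling 4 were called lower and 3 higher, and among the 3 genes tested of GADD45 signaling 1 was called higher. In NS mice 2 of 2 genes of glutathione biosynthesis and 2 of 2 of the γ-glutamyl cycle were lower, and of 4 genes of pyrimidine salvage 3 were lower and 1 higher. In HC mice 11 of 23 genes of protein kinase A signaling were higher and 12 lower, 4 of 8 genes of iCOS signaling were higher and 4 lower, and 2 of 2 genes of hypusine biosynthesis were lower. The lists hold genes that the paper selected on these libraries, so their directions are not independent evidence.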

Ingenuity pathway analysis revealed 3 significantly enriched pathways (*P* < 0.01) in the NS (Supplementary Fig. 10a, Supplementary Data 5) and HC groups (Supplementary Fig. 10b, Supplementary Data 5), and 5 pathways in the FC group (Fig. 2e, Supplementary Data 5). Furthermore, GO analysis of significantly regulated genes revealed no overrepresented functional classes in the HC group or the NS group. In contrast, 2 functional classes were overrepresented in the FC group, receptor binding (GO: 0005102, *P* = 8.7 × 10^−4^) and ion channel activity (GO: 0005216, *P* = 2.7 × 10^−5^). Notably, of the 40 genes identified in the GO class of ion channel activity, 11 were potassium channels (Fig. 2f) including the voltage-gated K^+^ channel *Kcnq3*, which was 72-fold downregulated (Log_2_ fold change = −6.16*, P* = 3.1× 10^−12^, *P*_adj_ = 1.3 × 10^−9^) in dVenus^+^ engram neurons (Fig. 2c, Supplementary Data 3).

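Of the 11 potassium channel genes of Fig. 2f, 8 passed the count filter in FC mice, 7 lower and 1 higher in dVenus+ cells. Of these 1 was called, *Kcnn3*, with a log2 fold change of -3.13 (standard error 0.93, adjusted p = 0.0494, edgeR with Benjamini-Hochberg adjustment, 8 of 12 mice lower), and 8 passed when adjusted over the list alone, which is not independent evidence. *Kcnn3* was not called with DESeq2's size factors in the edgeR fit (adjusted p = 0.0539), in none of the 9 fits that left out 1 mouse and kept it tested, and its adjusted p-value lay between 0.0274 and 0.737 across the alternatives. With DESeq2 on the same genes 8 of the 11 were called. *Kcnq3* (chromosome 15 of GRCm38, 65986374 to 66286636) did not pass the filter, with at least 10 counts in 1 of 12 dVenus+ and 9 of 12 dVenus- libraries. Without the filter it had 0.322 ± 0.986 and 28.6 ± 34.9 normalized CPM (SD, n = 12) and a log2 fold change of -6.27 (standard error 1.12, adjusted p = 0.00419, edgeR with Benjamini-Hochberg adjustment), lower in 10 of 12 mice. Over all 44 tested genes whose symbol begins with Kcn, 2 were called lower and 1 higher, against 274 lower and 145 higher among 9665 other genes (Fisher's exact test of the share called lower, p = 0.357). The median log2 fold change was -1.78 for the 8 genes of the figure and -0.10 for the other 36.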

### A CREB-dependent network is recruited in engram neurons

Network analysis of the top 50 differentially regulated genes revealed a CREB-dependent transcriptional network as the predominant contributor, encompassing 22 of 50 genes (44.0%, overlap *P* = 6.2 × 10^−13^) and enriched specifically in the FC group (activation *z*-score = 3.71, *P* = 1.09 × 10^–12^) (Fig. 3a, Supplementary Data 6). 

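The 14 CREB1 targets that Supplementary Data 6 lists were tested as a set with limma's camera on the edgeR statistics, with a preset correlation of 0.01 between genes. In FC mice 11 of them passed the count filter, 11 were called, 9 higher and 2 lower, and their median log2 fold change was 5.50 (camera, p = 8.01e-18). The call held under fry (p = 3.95e-08) and under a correlation estimated from the data (p = 0.000102). The targets were selected on these FC libraries, so only the values in NS and HC mice come from libraries outside the choice. *Arc* is among the targets, and its promoter drives the reporter by which the cells of every group were picked. Its rise in NS and HC mice is therefore not independent evidence, and no test of the set left out *Arc* alone. The paper states that a CREB-dependent network contributed most among its most regulated FC genes, from the overlap of these genes with known networks.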

Of the 22 genes, 16 were robustly upregulated in dVenus^+^ cells; while 6 were downregulated (Fig. 3b). 

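Of the 22 genes of Fig. 3b, 19 passed the count filter in FC mice and 19 were called, 13 higher and 6 lower. Without the count filter 22 were called, 16 higher and 6 lower, and with at least 10 counts asked for in each library 9 were called. Their median log2 fold change was 2.54 in FC (camera, p = 1.94e-11), 2.00 in NS (18 genes, camera, p = 0.00105) and 1.48 in HC mice (19 genes, camera, p = 0.0408).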

Using multiplex fluorescent RNAscope in situ hybridizations^32^, we validated our RNA sequencing results for three of the top ranked genes identified as part of the CREB network—the upregulated genes *Arc*, *Atf3*, and *Penk*, and also validated the expression of the most significantly downregulated gene (*Kcnq3*) identified in our screen. Together with the *dVenus* reporter transcript, co-expression was quantified in *Arc*^*+*^ cells in comparison to their nonactivated neighbors 24 h after FC (Fig. 3c, d). Consistent with the differential gene expression found by RNA sequencing, *Arc* (Fig. 3c: Log_2_ fold change = 3.13*, P* = 1.9 × 10^−2^, Fig. 3d (upper): Log_2_ fold change = 3.18*, P* = 7.8 × 10^−3^, Fig. 3d (lower): Log_2_ fold change = 2.37*, P* = 3.1 × 10^−2^) (Fig. 3c), *Atf3* (Log_2_ fold change = 3.02*, P* = 7.5 × 10^−4^), *dVenus* (Log_2_ fold change = 5.62, *P* = 6.0 × 10^−6^) (Fig. 3c) and *Penk* (Fig. 3d, upper) (Log_2_ fold change = 2.96*, P* = 2.5 × 10^−3^) were upregulated, while *Kcnq3* (Fig. 3d, lower) (Log_2_ fold change = –1.5*, P* = 6.9 × 10^−4^) was downregulated in engram cells. In contrast, unbiased upstream analysis showed that the CREB network was not significantly activated in the NS group (activation *z*-score of 1.34, *P* = 0.18) despite a small but significant CREB transcriptional network enrichment (10.0%, overlap *P* = 3.5 × 10^−3^) (Fig. 3e). Moreover, with the exception of *Arc*, no other genes regulated by CREB were significantly altered in the HC group. 

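In NS mice 10 of the 14 CREB1 targets passed the count filter and 8 were higher in dVenus+ cells, with a median log2 fold change of 3.64 (camera, p = 5.4e-07). Of these 1 was called, *Arc*, and 6 passed when adjusted over the list alone, 5 higher and 1 lower. The set was past the threshold under fry (p = 0.0134) but not with a correlation estimated from the data (p = 0.0524), and with at least 10 counts asked for in every library its median was 2.00 (p = 0.189). Of the 5 genes of Fig. 3e, 5 were tested in NS mice and 1 was called, and 5 passed when adjusted over the list alone, which is not independent evidence, as the figure shows genes that the paper called on these libraries. *Stat3* was higher in 4 of 4 NS mice, with a log2 fold change of 6.43 (standard error 1.80, adjusted p = 0.267, edgeR with Benjamini-Hochberg adjustment), and in FC mice it had 0.98 (standard error 0.92, adjusted p = 0.641).

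**Figure D2:**
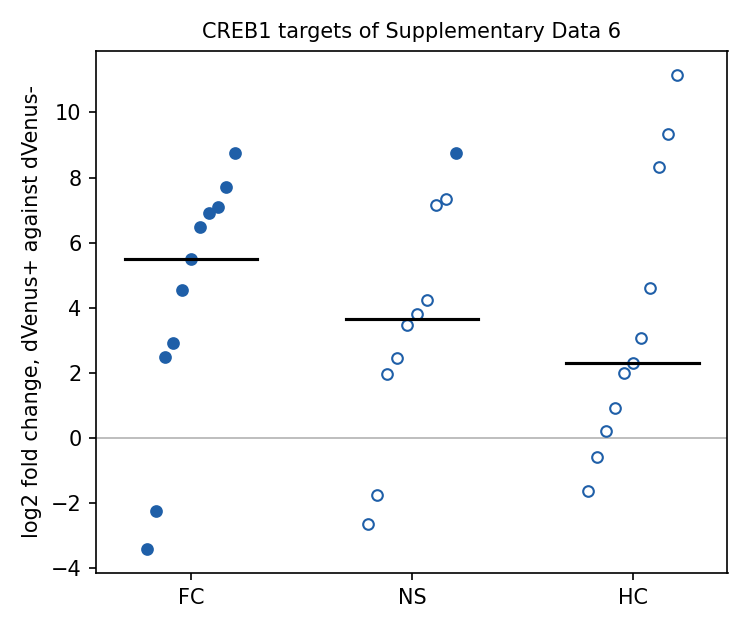
Log2 fold change (dVenus+ against dVenus-) of the CREB1 targets of Supplementary Data 6 that passed the count filter in FC (11 genes), NS (10) and HC mice (11). Filled points have an adjusted p-value under 0.05 in edgeR's test and lines are medians, at 5.50, 3.64 and 2.32. The highest point in HC is *Atf3*, whose dVenus- libraries had 0 counts, so that its fitted fold change has no fixed size.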

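In HC mice 11 of the 14 CREB1 targets were tested and 9 were higher in dVenus+ cells, with a median log2 fold change of 2.32 (camera, p = 0.00111), which is the same with *Atf3* set at its lower bound. The set was past the threshold under fry (p = 0.0146) but not with an estimated correlation (p = 0.069). Without mouse 17 the median was 3.10 (camera, p = 0.0532), without 15 it was 2.03 and without 16 it was 3.21, with both sets past the threshold. In HC mice 0 of them were called, *Arc* included, 3 had an unadjusted p-value under 0.05 and 2 passed when adjusted over the list alone. Whether the set's change differs between the groups was not tested as a set.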

Notably, in contrast to its downstream transcriptional targets, the expression of CREB itself remained unchanged across all conditions (Supplementary Fig. 11). Together, these findings suggest that CREB-dependent transcription functions critically within the DG and specifically within the sparse population of memory engram cells during consolidation.

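*Creb1* (chromosome 1 of GRCm38, 64532794 to 64604548) had 38.7 ± 43.5 normalized CPM in dVenus+ and 24.0 ± 20.8 in dVenus- libraries of FC mice (SD, n = 12), a log2 fold change of 0.43 (standard error 0.76, adjusted p = 0.836, edgeR with Benjamini-Hochberg adjustment) with 7 of 12 mice higher. In NS mice the log2 fold change was 1.38 (standard error 1.48, adjusted p = 0.802, 3 of 4 higher) and in HC mice 0.54 (standard error 3.06, adjusted p = 0.974, 2 of 3 higher), by the same test. With 1 mouse left out in turn the log2 fold change ranged from 0.11 to 0.75 in FC and from 0.63 to 2.40 in NS mice. The sign in HC changed with the mouse left out, from -3.25 without mouse 15 to 4.34 without mouse 16. A change there was therefore not detectable with these libraries.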

**Fig. 3:**
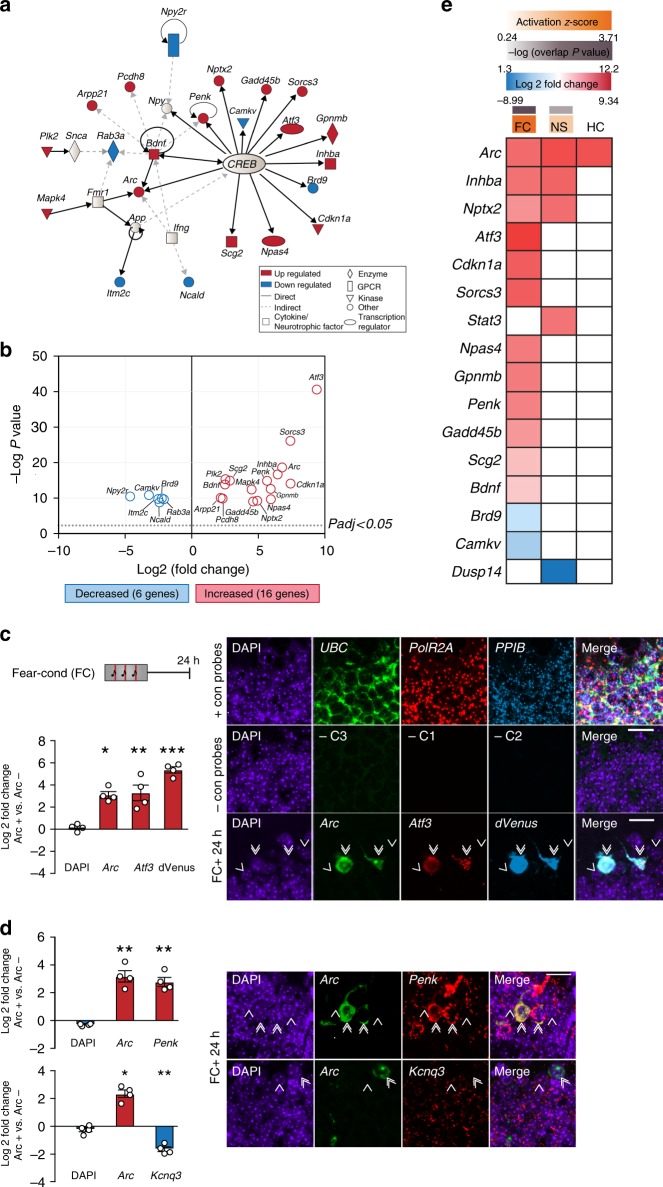
Distinct activation of a CREB-dependent network exclusively in DG engram cells. **a** Fear conditioning-induced CREB-dependent gene network activation. Twenty-two of the top 50 significantly regulated genes after FC are part of the CREB network, of which 14 have direct transcriptional regulation. **b** Differential expression between dVenus^+^ and dVenus^–^cells of the 22 genes identified in the CREB network. Dotted line indicates *P*_adj_ < 0.05 (FDR corrected). Red: Genes upregulated, Blue: Genes downregulated, in dVenus^+^ cells. **c** Multiplex RNA-scope validates the differential expression pattern of *Arc, Atf3*, and dVenus 24 h after fear conditioning. Left: Log_2_ fold change of fluorescence intensity between *Arc*^+^ and neighboring *Arc*^−^ cells is reported for each gene (*Arc* + *Atf3* + *dVenus*: *n* = 4). Analysis of variance: *Arc*: *F*_(1,7)_ = 10.19, *P* *=* 1.9 × 10^−2^, *Atf3*: *F*_(1,7)_ = 39.58, *P* = 7.5 × 10^−4^, dVenus: *F*_(1,7)_ = 225.17, *P* = 6 × 10^−6^. Right: Representative images demonstrating positive and negative-control probes as well as co-expression patterns of *Arc* (green), *Atf3* (red), and dVenus (cyan) in the DG of animals. DAPI (blue) labels all cells. 6×. **d** Multiplex RNA-scope experiments to validate the differential expression pattern of *Arc, Penk*, and *Kcnq3* 24 h after fear conditioning. Left: Log_2_ fold change of fluorescence intensity between *Arc*^+^ and neighboring *Arc*^−^ a cell is reported for each gene (*Arc* + *Penk*: *n* = 4, *Arc* + *Kcnq3*: *n* = 4). Analysis of variance: Upper: *Arc*: *F*_(1,7)_ = 15.30, *P* = 7.8 × 10^−3^, *Penk*: *F*_(1,7)_ = 24.91, *P* = 2.5 × 10^−3^, Lower: *Arc*: *F*_(1,7)_ = 7.87, *P *= 3.1 x 10^-2^, *Kcnq3*: *F*_(1,7)_ = 40.86, *P *= 6.9 x 10^-4^. Right: Representative images demonstrating co-expression patterns of *Arc* (green) and *Penk* (red), or *Arc* (green), and *Kcnq3* (red) in the DG of animals. DAPI (blue) labels all cells. **c**, **d** Double arrows: *Arc*^*+*^ *cells*, single arrows: neighboring *Arc*^−^ cells. *P < 0.05, **P < 0.01, ***P < 0.001. Data are presented as mean ± SEM. Scale bar: 20 μm. Source data are provided as a Source Data file. **e** Group-wise analysis of significantly regulated genes under direct transcriptional regulation of CREB. The overlap *P* value measures the enrichment of regulated genes from our data sets, compared to previously identified CREB targets. The activation *z*-score predicts the activation state of the upstream regulator (CREB in this case) based on the log_2_-fold change values of CREB targets. *z-*scores greater than 2 or smaller than −2 are considered significant

### Consolidation requires engram-specific CREB transcription

Finally, we wanted to validate our RNA-sequencing findings and evaluate whether the observed CREB network functions causally within the DG engram during consolidation of contextual fear memory. In order to disrupt CREB-mediated transcription exclusively in engram cells, we utilized *Fos::*tTA transgenic mice^3^ in combination with adeno-associated virus (AAV)-mediated gene transfer to selectively express the well-validated dominant-negative CREB^S133A^ transcriptional repressor^33,34^ (AAV5-TRE::EGFP-mCREB) in post-training DG neurons activated during FC. This approach couples the *Fos* promoter to the tetracycline-controlled transactivator (tTA), thereby enabling inducible expression of EGFP-mCREB restricted specifically to engram cells (Fig. 4a). In the presence of doxycycline (Dox), tTA mediated transcription of EGFP-mCREB is prevented, whereas in the absence of Dox, FC selectively induces EGFP-mCREB expression in the sparse *Fos*^*+*^ population of DG engram neurons (Fig. 4b, c). We observed very low expression of EGFP-mCREB in animals that were maintained on Dox and fear conditioned (on-Dox FC) or taken off Dox but not trained (Off-Dox HC). In contrast, mice removed from Dox and fear conditioned (Off-Dox FC) had robust activation in the DG granule cell layer. Moreover, WT mice injected with the TRE::mCREB virus and fear conditioned had negligible expression of EGFP-mCREB in the DG compared to *Fos::*tTA transgenic mice (Supplementary Fig. 12), further demonstrating the tight regulation of mCREB expression.

**Fig. 4:**
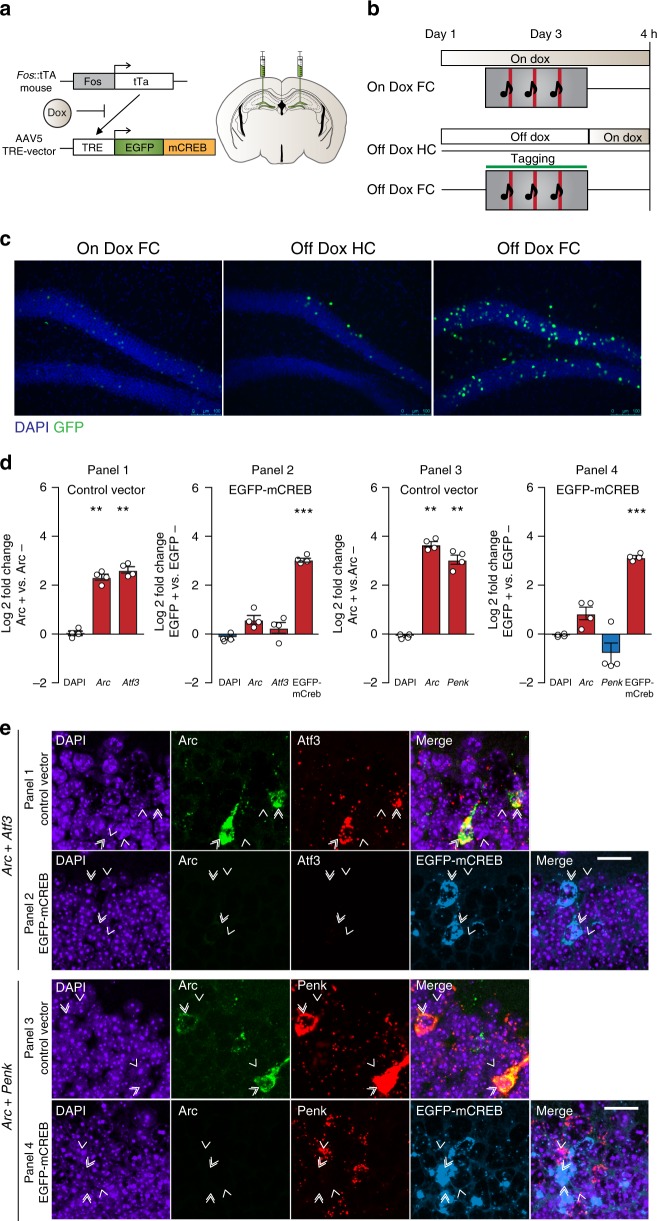
Disruption of CREB function prevents regulation of CREB target genes. **a** Experimental design. *Fos*::tTA mice were injected with AAV5-TRE::EGFP-mCREB targeting the DG. **b** On-Dox FC group remained on Dox throughout the experiment, while the off-Dox (HC and FC) groups were placed back on Dox immediately after training. Animals were sacrificed 4 h post-training. **c** Representative images demonstrating expression of EGFP-mCREB in DG neurons after fear conditioning. FC training on Dox induced very low expression of *Fos*::tTa driven EGFP-mCREB. Among animals off Dox, fear-conditioned animals (FC) showed much higher EGFP-mCREB expression than HC controls. Scale bar: 100 μm. **d** Multiplex RNA-scope experiments validate the use of mCREB to disrupt the expression of CREB target genes. Log_2_ fold change of fluorescence intensity between *Arc*^+^ and neighboring *Arc*^−^ cells is reported for the control vector and EGFP^+^ vs. EGFP^−^ cells for mCREB injected animals. Analysis of variance: Panel 1 and 2-Control vector (*n* = 4): *Arc*: *F*_(1,7)_ = 51.64, *P* *=* 3.7 × 10^−4^, *Atf3*: *F*_(1,7)_ = 22.16, *P* *=* 3.3 × 10^−3^. EGFP-mCREB vector (*n* = 4): EGFP: *F*_(1,7)_ = 79.13, *P* = 1.1 × 10^−4^. Panel 3 and 4-Control vector (n = 4): *Arc*: *F*_(1,7)_ = 14.45, *P* *=* 8.9 × 10^−3^, *Penk*: *F*_(1,7)_ = 42.60, *P* = 6.2 × 10^−4^. EGFP-mCREB vector (*n* = 4): EGFP: *F*_(1,7)_ = 96.21, *P* = 6.5 × 10^−5^. *P < 0.05, **P < 0.01, ***P < 0.001. Data are presented as mean ± SEM. Source data are provided as a Source Data file. **e** Representative images demonstrating co-expression patterns of *Arc* (green) and *Atf3* (red) or *Arc* (green) and *Penk* (red) in animals injected with the control vector (panels 1 and 3) and EGFP-mCREB (cyan, panels 2 and 4) in the DG of animals injected with the EGFP-mCREB virus. DAPI (blue) labels all cells. Double arrows indicate *Arc*^*+*^/*EGFP*^*+*^ *cells*, while single arrows indicate neighboring *Arc*^*−*^/*EGFP*^*−*^ cells. Scale bar: 20 μm

To validate the efficacy of mCREB in repressing the transcription of identified network genes in DG engram cells, mice injected with either control or EGFP-mCREB vectors were fear conditioned off Dox and the co-expression of *Arc*, *Atf3*, and *Penk* was evaluated 24 h later in Arc^+^ (for control vector) or EGFP^+^ DG cells, and compared to their nonactivated neighboring cells (Fig. 4d, e). Consistent with the RNA-seq data, *Atf3* (Log_2_ fold change = 2.68*, P* = 3.3 × 10^−3^) and *Penk* (Log_2_ fold change = 3.04*, P* = 6.2 × 10^−4^) were robustly upregulated in *Arc*+ cells of mice receiving the control vector, along with *Arc* itself (*Arc* in *Arc* + *Atf3*: Log_2_ fold change = 2.29*, P* = 3.7 × 10^−4^, *Arc* in *Arc* + *Penk*: Log_2_ fold change = 3.67*, P* = 8.9 × 10^−3^) (Fig. 4d, e, panels 1 and 3). In contrast, expression of *Arc*, *Atf3*, and *Penk* was strongly repressed in EGFP-mCREB^+^ neurons (EGFP-mCREB in *Arc* + *Atf3*: Log_2_ fold change = 2.98*, P* = 1.1 × 10^−4^, EGFP-mCREB in *Arc* + *Penk*: Log_2_ fold change = 3.08*, P* = 6.5 × 10^−5^) (Fig. 4d, e, panels 2 and 4), thereby demonstrating their CREB-dependent transcription 24 h after FC. In addition, at the protein level, the increase in the number of Atf3^+^ DG neurons observed 24 h after FC was abolished in mice injected with EGFP-mCREB (Supplementary Fig. 9), providing further validation of engram-specific EGFP-mCREB as a robust tool for spatiotemporally-restricted disruption of CREB transcription in vivo.

In order to test whether CREB function is required in the DG engram for consolidation of contextual fear memory, mice were removed from Dox and fear conditioned 48 h later. Immediately after training, mice were returned to Dox to prevent subsequent expression of EGFP-mCREB (Fig. 5a). All animals exhibited a similar increase in freezing after the last US delivery (Fig. 5b). However, mice injected with the mCREB virus exhibited a profound long-term contextual memory deficit when tested 72 h later (Fig. 5c). To examine if mCREB expression in a similar but random population of DG neurons affects consolidation, mice injected with mCREB were taken off Dox during exposure to a novel context, put back on Dox immediately after, and fear conditioned 24 h later. No deficits in memory were observed (Fig. 5d, e) even though the same number of DG cells expressed EGFP-mCREB after either FC or novel context exposure (FC: 37.36 ± 2.77 cells per 0.6 mm^2^, NC: 36.79 ± 0.54 cells per 0.6 mm^2^) (Fig. 5f, g), thereby demonstrating the specificity of engram-specific CREB-mediated transcription in the consolidation of long-term contextual fear memory. Next, using an independent group (Supplementary Fig. 13a), we confirmed that mice receiving the mCREB virus exhibited no impairments in short-term (5 h) contextual fear memory (Supplementary Fig. 13b) or long-term (72 h) auditory fear memory (Supplementary Fig. 13c), further establishing the specificity of DG engram CREB signaling in the consolidation of contextual fear memory. Finally, WT mice receiving the mCREB virus exhibited no deficits in memory (Supplementary Fig. 12a and Supplementary Fig. 13d), confirming the functional specificity of post-training mCREB expression.

**Fig. 5:**
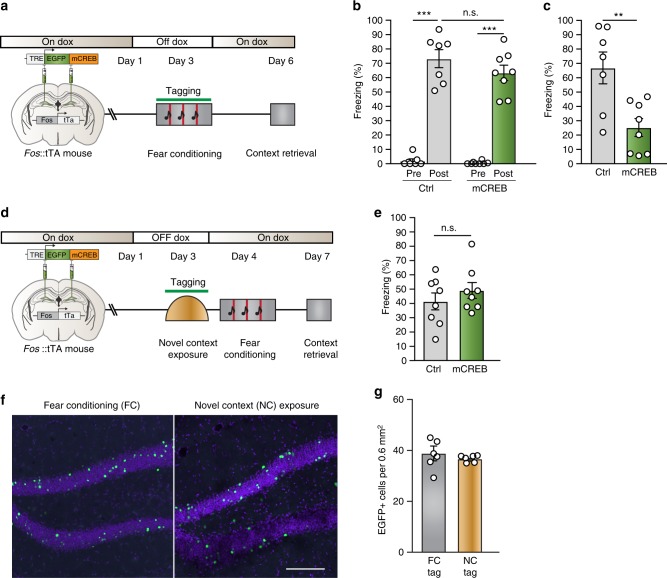
DG engram-specific disruption of CREB function impairs memory consolidation. **a** Experimental design. *Fos*::tTA mice were injected with AAV5-TRE::EGFP-mCREB (*n* = 8) or control AAV5-TRE::mCherry (*n* = 7) targeting the DG, and subsequently taken off Doxycycline prior to fear conditioning. Animals were placed back on Dox immediately after fear conditioning and tested for contextual memory 72 h later. **b** Freezing levels (%) during the training session, prior to footshock onset (pre) and following the termination of the last footshock (post). Analysis of variance: Control Pre vs. Post: *F*_(1,13)_ = 103.4, *P* = 3.0 × 10^−7^, mCREB Pre vs. Post: *F*_(1,15)_ = 163.8, *P* *=* 2.2 × 10^−9^, Control vs. mCREB (Post): *F*_(1,14)_ = 1.4, *P* *=* 0.26. **c** Mice injected with mCREB exhibited a significant contextual memory deficit when tested 72 h after training. Analysis of variance *F*_(1,14)_ = 11.41, *P* = 0.005. **d** Experimental design. *Fos*::tTA mice were injected with AAV5-TRE::EGFP-mCREB (*n* = 8) or control AAV5-TRE::mCherry (*n* = 8) targeting the DG, and subsequently taken off Doxycycline prior to exposure to a novel context. Animals were placed back on Dox immediately after and fear conditioned 24 h later followed by a contextual memory test 72 h after that. **e** Mice with mCREB expression in cells active during novel context exposure exhibited no memory deficit when tested 72 h after training. **f**, **g** The same number of DG cells express EGFP-mCREB after exposure to either the fear-conditioning context or a novel context or. **f** Representative images and **g** quantification of the number of EGFP-mCREB cells per 0.6 mm^2^. Scale bar: 200 μm. n.s. not significant, **P < 0.01, ***P < 0.001. Data are presented as mean ± SEM. Source data are provided as a Source Data file

## Discussion

Elucidating the mechanisms underlying the successful consolidation of memory remains a major goal of neuroscience. Sparse populations of neurons in the DG are known to be critical for the consolidation of long-term memories^2,3^. However, the molecular mechanisms underlying engram-specific consolidation remain largely unknown. Using differential transcriptome profiling of fluorescently tagged DG engram cells and their nonactivated neighbors, we revealed genes unique to the consolidation of contextual fear memory. Importantly, using in vivo imaging we established that our activity-dependent *Arc* reporter was persistently expressed within largely the same subset of DG granule cells for at least 24 h following a single-conditioning session, thereby validating our approach for transcriptome profiling during memory consolidation. Furthermore, we also validated the utility of activity-dependent transcriptome profiling by demonstrating the critical requirement of the identified engram-specific changes in CREB-dependent transcription for mediating contextual memory consolidation.

Memory consolidation is a highly dynamic process requiring multiple waves of gene transcription and protein translation^13,35,36^, in order to stabilize and perpetuate experience-dependent changes in synaptic strength and connectivity^37^. The examination of transcriptome changes in activated ensembles has previously been limited to the initial hours following a behavioral experience^9,24,38,39^, due to the transient nature of most IEGs used to tag activated neural ensembles. This has limited the identification of key molecular players to the first wave of ARGs that are transcribed rapidly upon stimulation^24,37^, while potentially missing out on the identification of downstream gene programs that are specific to synaptic and assembly consolidation as well as to memory persistence. However, the sustained activation of *Arc* in DG engram cells provided us with the opportunity to identify molecular adaptations during memory consolidation 24 h after conditioning, a time-point at which most LTM tests are performed as this is well beyond the window of short-term memory, IEG activation, and vulnerability to protein synthesis inhibition. Moreover, using in vivo imaging we also confirmed that the DG engram neuronal ensemble remained stable throughout the 24 h consolidation period. Using only two principle components, the transcriptome profile of DG engram cells recruited during FC strongly separated from neighboring DG granule cells taken from the same fear conditioned mice, as well as DG granule cells (dVenus^+^ and dVenus^−^) from NS and HC groups. Cell types in different brain regions may have vastly different transcriptome profiles^40,41^ and only one prior study has looked at gene expression in activated DG cells granule cells, albeit 1 h following novel context exposure^8^. Our findings now significantly expand this approach by determining sustained alterations in gene expression during long-term memory consolidation.

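Dividing 0.05 by the 9709 genes tested in FC mice gives a threshold of 5.15e-06, and 44 genes had an edgeR p-value under it. On the same genes DESeq2 gave 330, and edgeR on the authors' 11802 genes gave 36.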

In total, we identified 204 differentially expressed genes in the FC group that surpassed the genome-wide significant threshold of *P* < 4.2 × 10^−6^ (Bonferroni correction of *α* = 0.05 for the total *n* = 11,802 genes that passed QC) and validated the co-expression patterns of *Arc*, *Atf3*, *Penk*, and *Kcnq3*, which were identified as among the most significantly regulated genes in DG memory ensemble neurons 24 h after FC. Of these 4 genes, only *Arc* was identified in 4^9,19–21^ of the 8 other transcriptome profiling screens we compared our data against (Supplementary Data 4). Given the well-described immediate early response of this gene^42^, it is not surprising that 3 of the 4 screens also identified *Arc*, as the animals were sacrificed for RNA extraction within an hour of stimulation. Strikingly, *Penk*, and *Atf3*, genes with known functions in synaptic^43^ and structural plasticity^26^, were among the most robustly upregulated genes in our screen. Conversely, *Kcnq3*, the most downregulated gene was one of a group of 11 differentially expressed K+ channel genes of which 10 were significantly downregulated, indicative of sustained alterations of DG engram cell intrinsic excitability during fear memory consolidation, a mechanism that may serve to bind together experiences acquired closely together in time^10,37,44^.

An earlier study examined Pavlovian FC in mice with a global homozygous germline deletion of *Atf3*^26^. No differences were observed for contextual FC, while *Atf3*^−/−^ knockout mice showed an enhancement of the strength of auditory FC that is presumably hippocampal-independent. Our findings of a fear memory engram-specific upregulation of *Atf3* following contextual FC, therefore, suggest that germline deletion of *Atf3* is accompanied by homeostatic compensations, at least within the DG. Moreover, these results also offer an important cautionary note regarding the predictive validity of global pretraining molecular genetic deletions compared to region- and engram-specific post-training manipulations as we have performed in the current study.

Transcription factor network analysis revealed that 22 of the top 50 differentially expressed genes were CREB-dependent, including *Arc, Atf3*, *Penk*, *Cdkn1a*, *Sorcs3*, and *Inhba*. The transcription factor CREB has previously been implicated in the (1) allocation of neurons to a memory trace through modulation of neuronal excitability^1,6,45,46^ as well as (2) memory consolidation. However, most previous studies^33,47–52^ that have manipulated CREB function, do so prior to memory acquisition. Moreover, although these studies have indeed demonstrated a critical role for CREB in memory, it has been difficult to ascertain whether the resulting behavioral alterations were due to impairments in allocation, acquisition, consolidation, or some combination thereof. Here, using a *Fos*-driven doxycycline-based inducible system, we were able to repress CREB-mediated transcription for a fixed temporal window during consolidation specifically within the sparse DG engram. Notably, chronic expression of mCREB in the hippocampus was shown to impair memory 7 days after conditioning but not at 24 h^48^, indicative of ongoing transcriptional programs that may be specific to memory persistence. However, the mechanisms underlying the function of CREB in engram-specific consolidation and memory persistence has remained thus far largely unknown. Therefore, our findings of an active CREB network at 24 h required for contextual fear memory consolidation firmly establishes the causality of CREB-dependent transcription specifically within the DG engram. Moreover, these results also substantially expand our knowledge of the identity of specific CREB target genes involved in long-term memory.

Taken together, we have identified critical molecular mechanisms that are necessary for the formation of stable memories by sparse DG engram neurons. Moreover, we demonstrate that RNA sequencing in combination with activity-dependent cellular tagging holds considerable promise for elucidating the molecular adaptations following experience-dependent plasticity with broad applicability throughout the nervous system.

## Methods

### Experimental model and subject details

Male *Arc*::dVenus and *Fos*::tTa transgenic mice backcrossed more than 10 generations into C57BL/6J were single housed and maintained on a 12 h light/dark cycle with food and water available ad libitum. Experiments were performed during the light phase using adult mice (postnatal weeks 8–12). All experiments were performed in accordance with Dutch law and licensing agreements using protocols ethically approved by the Animal Ethical Committee of the Erasmus MC Rotterdam and Vrije Universiteit Amsterdam.

### Fear conditioning

Animals explored the conditioning chamber (context A) for 180 s prior to the onset of 3 auditory stimuli (30 s, 5 kHz, 85 dB) that co-terminated with a mild foot shock (0.75 mA, 2 s)^10^. The intertrial interval between tone-shock presentations was 210 s. The conditioning chamber was thoroughly cleaned with 70% ethanol between animals. NS animals underwent the same protocol, but did not receive any foot shocks. HC controls received no exposure to the conditioning chamber and remained in standard housing conditions until they were sacrificed.

Context fear memory retrieval: Animals were exposed to the conditioning context (A) for 180 s at specified time-points after conditioning.

Auditory fear memory retrieval: Animals were exposed to a novel context (B) for 120 s, followed by presentation of the auditory CS for 60 s. This context was thoroughly cleaned with 1% acetic acid between animals and differed in shape, texture, and smell to the conditioning context A.

mCREB experiments: Off Dox-FC animals were taken off food containing doxycycline 48 h prior to conditioning and placed on high-Dox food immediately after. On Dox-FC animals were kept on Dox throughout the experiment. Off Dox-HC animals followed the same Dox schedule as the Off Dox-FC group, but remained in their home cage. For the novel context exposure experiment, animals were taken off Dox food 48 h prior to exposure to a novel context and placed on high-Dox food immediately after and fear-conditioned 24 h later while on Dox.

### Immunohistochemistry

Animals were deeply anesthetized with Pentobarbitol (50 mg per kg) and perfused with 4% paraformaldehyde (Sigma-Aldrich Chemie N.V., The Netherlands). Brains were dissected and postfixed in 4% paraformaldehyde for 2 h at 4 °C and then transferred to phosphate buffer (0.1 M PB, pH 7.3) containing 10% sucrose and stored overnight at 4 °C. Embedding was performed in 10% gelatin + 10% sucrose, followed by fixation in 30% sucrose containing 10% PFA for 2 h at room temperature. Brains were then immersed in 30% sucrose at 4 °C until slicing. Forty-micrometer coronal sections were collected serially using a freezing microtome (Leica, Wetzlar, Germany; SM 2000R) and stored in 0.1 M PB. Approximately, 15 free floating sections at intervals of 160 μm, across the rostrocaudal axis of the DG were used for immunohistochemistry. For Arc and c-Fos stainings, antigen retrieval was performed at 80 °C for 1 h in 10 mM sodium citrate buffer, prior to pre-incubation with blocking solution (0.1 M PBS) containing 0.5% Triton X-100 (Sigma-Aldrich Chemie N.V., The Netherlands) and 10% normal horse serum (Thermo Fisher Scientific, The Netherlands). Sections were then incubated in primary antibodies (Arc: 1:200, C-7 sc-17839, Santa Cruz, Germany, c-Fos: 1:500, antibody (4): sc-52, Santa Cruz, Germany) for 48–72 h at 4 °C followed by incubation with corresponding Alexa-conjugated secondary antibodies (1:200, Jackson Immunoresearch, Bioconnect, The Netherlands) for 2 h at room temperature. For Atf3 stainings, sections were incubated with the primary antibody (1:100, C-19, sc-188, Santa Cruz, Germany) for 24 h at 4 °C prior to secondary antibody incubation as described above. Both primary and secondary antibodies were diluted in 0.1 M PBS buffer containing 0.4% Triton X-100 and 2% NHS. Nuclear staining was performed using DAPI (300 nmol per l, Thermo Fisher Scientific, The Netherlands) and sections were mounted on slides and coverslipped using Vectashield antifade mounting medium (H-1000, Vector Labs, USA)

### Confocal microscopy and cell counting

A Zeiss LSM 700 confocal microscope (Zeiss, The Netherlands) was used to make z-stacks of the DG at ×10 or ×20 magnification and 0.5× zoom. Native dVenus, Cy3 or Alexa 555, Alexa647 and DAPI were imaged using the excitation wavelengths of 488, 555, 639, and 405 nm, respectively^10^. The 488, 555, and 639 channels were acquired sequentially so as to avoid bleed-through, and prevent emission spectral overlap. The DAPI channel was acquired in combination with one of the other channels.

For individual counts of dVenus^+^ cells, 10x images (1.3 mm × 1.3 mm) acquired from the confocal were imported into ImageJ and the Cell counter plugin (V 2.2) was utilized to mark and count dVenus^+^ cells manually in the granule cell layer of the DG, from 2D projections of the z-stack. The number of Arc-dVenus^**+**^ neurons was counted at 160 µm intervals across the entire rostrocaudal axis of the DG using coronal brain sections (Supplementary Fig. 1D). The average number of dVenus+ cells per 1.3 mm × 1.3 mm section in the DG is presented throughout the text^2^. For Atf3+ cell counts, 20x z-stack images (0.6 mm × 0.6 mm) were acquired and counted in the same way as described above.

For colabeling experiments, 20x images were imported to ImageJ where they were digitally merged to form composite images. First, individual cells were marked and counted in separate channels (e.g., native dVenus fluorescence, Arc labeled with Alexa 647 and c-Fos labeled with Cy3). Representative images were edited in ImageJ to generate 2D projections of z-stacks, and all images were treated identically.

### Surgeries

All surgeries were performed under stereotaxic guidance using co-ordinates from the brain atlas^53^ to target the DG (A/P: –1.9, M/L: +/–1, D/V: –2). Isoflurane (1–3% inhalant to effect, up to 5% for induction, RB Pharmaceuticals, UK) was used for general anesthesia and Lidocaine (2%, Sigma-Aldrich Chemie N.V., The Netherlands) provided topical analgesia for all surgeries. Animals received peri-operative analgesia (Temgesic, 0.1 mg per kg, RB Pharmaceuticals, UK) and were closely monitored for postoperative care.

### Microendoscopy

Implantation of microendoscopes was performed as described in Resendez et al.^54^, with minor modifications. Briefly, animals under isoflurane anesthesia were placed on a stereotaxic setup. The skull was cleaned with ethanol (Thermo Fisher Scientific, The Netherlands), Betadine (Gezondheidswinkel VoordeligVitaal, The Netherlands), and hydrogen peroxide (VWR international B.V., The Netherlands) prior the placement of a skull screw (Selva Benelux, The Netherlands). After performing a craniotomy of 1 mm diameter, a column of tissue just above the selected co-ordinates was gently vacuum-aspirated with a 30G blunt needle (SAI Infusion Technologies, USA) and intermittent irrigation using sterile saline. A 1 mm GRIN lens (GLP-1040, Inscopix Inc. USA) was slowly inserted (100–200 μm per min) to ~200 μm above the selected co-ordinates and fixed in place using Vetbond (VWR international B.V., The Netherlands) and dental cement (Contemporary Ortho-Jet Powder & Liquid, Lang Dental Manufacturing, USA). Two weeks after lens implantation, the baseplate (Inscopix Inc., USA) for a miniaturized microscope (Inscopix Inc., USA) was implanted above the microendoscope lens after determining the best field of view of landmarks like blood vessels and/or DG neurons.

### Viral vectors

The pAAV-TRE_tight_::EGFP-mCREB plasmid was constructed by replacing hM3Dq-mCherry in pAAV-TRE_tight_::hM3Dq-mCherry (Addgene plasmid #66795, gift from William Wisden) with the coding sequence of EGFP-mCREB from pAAV-mCREB (Addgene plasmid #68551, gift from Eric Nestler)^55^ using SLiCE^56^. Viral packaging of pAAV-TRE_tight_::EGFP-mCREB was implemented for AAV2 serotype 5 for in vivo application.

Animals were placed on Doxycline containing food 1 week prior to surgeries^57^. Animals under general isoflurane anesthesia and topical lidocaine anesthesia were placed on a stereotaxic setup and 0.5 μl of virus was bilaterally injected into the selected co-ordinates using a micro-injection pump^58^ (CMA 400 syringe pump, Aurora Borealis Control B.V., The Netherlands) at the rate of 0.1 µl per min, followed by an additional 10 min to allow diffusion. The wound was closed with a surgical staple system (Fine Science Tools, Germany) and mice remained in their HC for 3 weeks prior to the start of experiments.

### In vivo imaging of dVenus fluorescence

Animals implanted with base plates were briefly anesthetized using isoflurane for attachment of miniature microscopes and imaging. The adjusted field of view was briefly imaged an hour prior to FC. The same field of view was then imaged 5 and 24 h after FC for a period of 10 s to minimize photobleaching (Supplementary Fig. 14a). The 5 h time-point was chosen because (1) previous reports have reported maximal experience-driven *Arc*::dVenus expression occurs 4–6 h after stimulation^59,60^ and (2) our ex vivo imaging studies demonstrated a consistent proportion of dVenus^+^ neurons in the DG between 1 and 24 h. Images collected were preprocessed and adjusted to predefined vascular landmarks using the “Name landmarks and register” plugin in ImageJ (V 2.0.0-rc-43/1.50i) (Supplementary Fig. 14b).

### Mouse brain slice preparation for RNA-Seq

Coronal slices of the hippocampus were prepared from fear conditioned, NS or HC control *Arc*::dVenus mice. Mice were deeply anaesthetized, transcardially perfused, and decapitated before the brain was dissected from the skull. The brain was subsequently mounted and sliced in oxygenated ice-cold slicing medium containing (in mM): N-methyl-d-glucamine 93, KCl 2.5, NaH2PO4 1.2, NaHCO_3_ 30, HEPES 20, glucose 25, sodium ascorbate 5, sodium pyruvate 3, MgSO_4_ 7, CaCl_2_ 0.5, at pH 7.4 adjusted with 10 M HCl. Following the cutting procedure, the slices were maintained on ice in the oxygenated slice medium until the end of the experiment.

### Fluorescence-guided nucleated patch aspiration for RNA-seq

Individual dentate gyrus granule cells were collected for sequencing using a modified methodology for pulling nucleated patches^14^. Briefly, green (dVenus^+^) and nongreen cells (dVenus^−^) were visualized using IR-DIC (Olympus BX51, Olympus Nederland B.V.) on a patch clamp rig constantly perfused with ice-cold slicing medium (temperature in recording chamber was 6 °C). Individual boroscilicate glass pipettes (3–4 MΩ) with maximum 5 µL of filtered slicing medium were brought into close proximity of the target cell somata. Identical to whole-cell patch clamp recording techniques, during approach a small voltage step (−5 mV, 500 ms) was used to monitor the formation of a giga-ohm seal after contact using fine pressure control. Once a stable giga-ohm seal formed between the soma and the pipette, the contact patch was broken using a brief suction pulse combined with a brief 500 mV voltage step (100–500 µs via EPC10 HEKA amplifier in whole-cell configuration). Series resistance was not constantly monitored after break-in because low access resistance was not strictly required. After patch opening, a small constant negative pressure (maximum 50 mBar) was applied and slowly increased until the cellular contents could be observed moving into the pipette (or the volume of the cell was observed to decrease). As soon as the cell soma began to shrink in volume, the negative pressure was no longer increased but was maintained until the pipette containing the targeted cell was removed from the holder. Typically the nucleus was clearly visible and began blocking the pipette tip within 45 s of applying constant negative pressure. The recording pipette was then slowly retracted out of the tissue to draw the cell contents out of the slice. During retraction, if the giga-ohm seal was lost, the cell was considered compromised and the pipette and its contents were discarded (10% of cells). Once clear of the slice but still in the bath, the negative pressure in the collection pipette was increased to approximately 100mBar and the pipette quickly cleared of the bath. Upon successful removal, the extreme end tip of the pipette and its contents were immediately broken off into the bottom of an Eppendorf tube containing 3.4 μl of ice-cold lysis buffer with 0.2% Triton X-100 (molecular biology grade, Sigma-Aldrich Chemie N.V., The Netherlands) and RNAse inhibitor. Great care was necessary to break off the tip sufficiently above the waiting lysis buffer mixture to avoid capillary action drawing the reaction medium and any previously collected material back into the broken pipette. The collection tube was spun briefly after each cell was inserted to help assure harvested material (including pipette glass) reached the cold lysis buffer. Any pipette solution remaining in the pipette was not aspirated out of the pipettes to avoid unnecessarily diluting the lysis reaction. Two or three cell pairs (dVenus^+^/dVenus^−^) were collected from each slice to minimize the tissue time at temperatures above 4 °C. Ten pairs (dVenus^+^/dVenus^-^) of DG granule cells were collected from each mouse and pooled for each sequencing experiment.

### Sample preparation and RNA sequencing

Full-length cDNA was generated from 3.4 μl of cell lysate using the Smarter2 protocol^12^. cDNA quality and quantity has been checked on Agilent Bioanalyzer, using the high sensitivity DNA assay prior to amplification and sequencing library preparation (Supplementary Fig. 15). Sequencing libraries were generated from 500 pg of cDNA with Illumina’s Nextera XT sampleprep kit (Illumina Inc., USA) and sequenced for single-read 50 bp on Illumina HiSeq2500 using Rapid v2 sequencing chemistry (Illumina Inc., USA). Cells from 16 FC animals, and 4 NS and HC were aspirated and used for library preparation and sequencing. Of these, (1) samples that failed quality control for sample preparation (poor cDNA quality), (2) samples that failed quality control for sequencing (very low percentage alignment), or (3) samples that were excluded from analysis as their paired sample failed quality control, have been listed in Supplementary Data 1. For each library, only the sequenced fragments that yield one unique aligment are included in the expression profile. For each library, the number of detected genes is presented in the Supplementary Data 1. In this table, a gene is considered detected if at least one fragment aligns on it (count ≥ 1). After quality control, for the fear-conditioned group, 3 independent technical replicate experiments were performed (*n* = 6, *n* = 4, and *n* = 2 mice). Sample-to-sample principal component analysis separated samples on state of activation (dVenus^+^ or dVenus^−^) and not by experiment (Fig. 2b).

### Transcriptome analysis

Reads were aligned against the mouse reference genome (mm10) with tophat2 version 2.0.13^61^. Read counts per gene were calculated with htseq-count version 0.6.0^62^ using NCBI transcript annotation. Differential expression analysis on raw counts was performed in R^63^ using the DESeq2 package^18^, in a paired design. Briefly, The DESeq method uses a Negative Binomial (aka Gamma-Poisson) distribution to model the counts per gene/sample, in a generalized linear model. After that, a Wald test was utilized to test for significance of the fitted parameters in the generalized linear model and multiple testing correction was performed using the Benjamini & Hochberg (1995) algorithm. Regularized log counts (log_2_ scale, normalized with respect to library size) were used for visualization of data for clustering, box plots and heat maps. GO analysis for molecular function was performed in PANTHER (V 13.1) against a background of the 11,802 genes that passed QC, using a Fisher’s exact with FDR multiple test correction^64^.

For pathway and upstream regulator analysis^65^ using Ingenuity Pathway Analysis (IPA, QIAGEN)^66^, a Fisher’s exact test (right-tailed), where significance indicates the probability of association of molecules from the dataset with the canonical pathway by random chance alone, was used to calculate an overlap *P* value corresponding to the probability that the dataset genes were drawn from the same distribution as the genes regulated by a given transcription factor. The activation score (*z*-value) is calculated on the basis of experimentally validated gene regulation by comparing whether an upstream transcription regulator has significantly more “activated” predictions than “inhibited” predictions (*z* > 0) or vice-versa (*z* < 0), where significance implies a rejection of the hypothesis that predictions are random with equal probability. *z*-scores greater than 2 or smaller than –2 are considered significant^65^.

### RNA-scope in situ hybridization assay and analysis

RNA-scope analysis was performed as per the manufacturer’s instructions^32^ (ACD, Bio-techne Ltd., UK). Briefly, animals were fear conditioned and transcardially perfused with sterile 4% PFA in 1× PBS, 24 h later. After a 24 h period of post-fixation at 4 °C, brains were transferred to 10% sucrose in sterile 1× PBS until they sank. This step was repeated with 20 and 30% sucrose. Brains were then embedded in optimal cutting temperature media (Tissue-Tek, VWR, The Netherlands) and placed in the cryostat at −20 °C for 1 h to equilibrate the tissue. Sections measuring 10 μm from the hippocampus were then mounted on SuperFrost Plus slides (VWR, The Netherlands) and allowed to dry at −20 °C for 2 h. Sections were then processed as per the manufacturer’s instructions which included pre-treatment with hydrogen peroxide for 10 min and target retrieval at 99 °C for 5 min and treatment with Protease III for 30 min at 40 °C. Hybridization to probes against *Arc* (Cat. no. 316911-C3), *Atf3* (Cat. no. 426891-C1) and EGFP (also recognizes dVenus, Cat. no. 400281-C2) or *Arc* and *Penk* (Cat. no. 318761-C1), or *Arc* and *Kcnq3* (Cat. no. 444261-C1) was carried out at 40 °C for 2 h. HRP Signals against each channel (C1–C3) were then sequentially amplified and developed using TSA Plus fluorophores (Perkin Elmer, The Netherlands) at a dilution of 1:1500, where TSA plus Cy3 (Cat. no. NEL744E001KT) was assigned to C1 probes, TSA plus Cy5 (Cat. no. NEL745E001KT) was assigned to C2 probes and TSA plus Fluorescein (Cat. no. NEL741E001KT) to C3 probes. Positive- (Cat. no. 320881, PolR2A-C1, PPIB-C2, and UBC-C3), and negative-control probes (Cat. no. 320871) were included with every experiment to assess sample RNA quality and optimal permeabilization conditions. Sections were counterstained with DAPI for 30 s, coverslipped with ProLong Gold Antifade Mountant and allowed to dry overnight at RT, in the dark. Four images were taken per section at 60x magnification with each of the four channels being acquired sequentially so as to avoid bleed-through, and prevent emission spectral overlap. Images were exported to ImageJ and background subtraction was performed after which ROIs were drawn around *Arc*^*+*^ or EGFP^+^ cells or their non-activated neighboring cells, counterstained with DAPI and the intensity of all four channels was measured in arbitrary units for each cell using the MultiMeasure plugin in ImageJ. Neighboring cells were chosen for analysis to mimic the paired-design used during patch clamp aspiration for RNA-Seq experiments. These intensity measurements were then used to calculate Log2 fold change regulations between neighboring cell pairs for each of the genes/probes measured. Care was taken to ensure that all sections belonging to the same experiment were processed and imaged at the same time. For mCREB experiments, *Arc* was used to label activated cells in control vector treated animals, while EGFP was used to identify mCREB expressing cells as these cells expressed negligible amounts of *Arc*.

### Quantification and statistical analysis

Sample sizes (*n*), test statistics, degrees of freedom, and *P* values are noted throughout in the main text and figure legends, and in Supplemental Data 3 for RNA-Seq data. No animals were excluded from the behavioral analysis and no virus misplacements were detected. All statistics were performed using SPSS statistics (V 22, IBM). Univariate analysis of variance (ANOVA) was performed to evaluate significance in the temporal expression profile of dVenus^+^ cells for both training history (exposure to FC) and time, in confocal fluorescence imaging and RNA-scope analyses. Univariate ANOVA was used in the 24 h experiments detailing dVenus expression in different experimental groups (NS and DS) as well as Arc and dVenus colabeling (HC, NS, and DS). Repeated measure ANOVA was utilized to determine contextual conditioning in the mCREB experiments, while a univariate ANOVA was used to evaluate the effect of treatment at the 72 h retrieval test. Univariate ANOVA was used to evaluate the results of the short-term contextual memory and long-term auditory memory tests. Significant differences were followed up by univariate ANOVA or Fishers least significant difference test when appropriate. The threshold for statistical significance was considered at *α* = 0.05 all experiments, with adjustment for multiple comparisons as specified in the text.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Source Data

## Data Availability

All differentially expressed genes with *P* < 0.05 have been listed in Supplementary Data 3. RNAseq data has been submitted to the National Center for Biotechnology Information Gene Expression Omnibus (NCBI GEO Accession GSE129024).

How the deposited data were processed for this re-analysis (not part of the article)

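RNA of 10 dVenus+ and of 10 dVenus- granule cells per mouse had been sequenced, from 12 FC and 4 NS mice 24 h after training and from 3 HC mice without training, in 38 libraries. The values that the authors deposited are counts: they aligned single reads to mm10 with tophat2, kept uniquely aligned reads and counted them on NCBI transcripts with htseq-count, without normalization. Each library's counts cover 23420 genes and 5 further entries that name no gene. These entries were left out of the library totals and of the tests, and the entry for reads outside genes came to between 16.4% and 59.7% of the uniquely aligned reads. The authors also deposited 1 table of counts of all libraries that holds 11802 genes, with values equal to those of the single libraries. That table was used only for alternatives. Gene positions are those of the GRCm38 annotation, the same build as mm10.

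The libraries were assigned to training history, cell type and mouse from the sample titles and characteristics, checked against Supplementary Data 1, where the number of reads on genes is the same for 38 of 38 libraries. The description labels of 10 NS and HC libraries name another library of that table, and were not used. The dVenus+ and dVenus- library of a mouse form a pair, since both come from 1 animal. As a check of the pairing, the deviations from the group means of the 2 libraries of a mouse had a median correlation of 0.0382 in FC (range -0.0324 to 0.242, 3 of 12 pairs over 0.1), -0.0167 in NS (0 of 4 over 0.1) and 0.0283 in HC mice (0 of 3 over 0.1). Libraries of different FC mice gave a median of -0.00565. The mouse was kept as a block because the cells share the animal.

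Differential expression was tested with edgeR 4.0.16 in R 4.3.3, using TMM normalization, estimateDisp, glmQLFit and glmQLFTest at their defaults, each of the FC, NS and HC groups in its own fit. Genes with at least 10 counts in at least 12 libraries in FC, 4 in NS and 3 in HC mice were tested. A gene was called where its p-value adjusted after Benjamini-Hochberg was under 0.05 and its absolute log2 fold change over 1. The tests of edgeR are two-sided. The standard errors given for edgeR's log2 fold changes are approximate. Each is the absolute log2 fold change divided by the square root of the test's F statistic, not an estimate taken from the fit. Interactions between cell type and training history were tested in 1 fit of all 38 libraries, with the mouse as block, over genes with at least 10 counts in at least 3 libraries. Sets of genes were tested with camera in limma 3.58.1 on the signed statistics of edgeR, with a preset correlation of 0.01 between genes, and with fry and an estimated correlation as alternatives. Values per library are CPM of the counts on genes, scaled by TMM where they are called normalized. The correlations and the alternative for the principal components use log2 CPM with a prior count of 2. Differences of single measures within mice were tested by flipping the signs of the mice's differences in every way, or in 1e+05 random ways for all 19 mice together, and differences between groups by permuting mice, all two-sided. Where a gene had no library of one cell type with more than 3 counts, its fold change is given as a lower bound against 3 counts.

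The regularized log of DESeq2 1.42.0 was used for the principal components, from the 100 most variable genes among those with at least 10 counts in at least 3 libraries. Its values in some genes depend on the linear algebra kernel of the processor, so 1 kernel and 1 thread were fixed, a choice made after this was seen and before the tests on that kernel were seen.

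The genes named are those the paper names for the RNA sequencing in its text and in Fig. 2c, 2d, 2f, 3b and 3e, and for each group the 10 genes (5 in NS and HC) with the largest absolute log2 fold change among those called and changed the same way in every mouse. Named genes below the count filter are reported from the fit without it. The gene lists are those of the figures and of Supplementary Data 2, 4, 5 and 6. Markers of granule cells (9 genes, 5 of them in Supplementary Fig. 5), microglia (15), oligodendrocytes (6), their precursors (2), astrocytes (7), endothelium (3), interneurons (6), of females (2) and males (4), and nuclear-retained RNAs (6) were tested as means of log2 CPM plus 1. This rule, the lists, the main tests and the alternatives were set before the data were examined, apart from those named here as chosen later. The alternatives were DESeq2's size factors, other count filters, DESeq2's Wald test, the older quasi-likelihood method of edgeR, a fit without the mouse as block, subsets of the FC mice, 2 covariates, leaving out each mouse in turn, and other transformations and gene sets for the principal components. Chosen after values were seen were edgeR on the 11802 genes, DESeq2 with a prior on fold changes on these genes and without a count filter, a grid of 32 DESeq2 settings per group, the search for the filter behind the 11802 genes, another linear algebra kernel, the lower bounds without the highest mouse, the counts for each column of Supplementary Data 4, and the test of PC1 between cell types.

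Counts on genes per library ran from 1352288 to 18394761, with a median of 8013005. The method was tested on simulated data, with counts drawn for the real genes and libraries and 200 genes changed. With the spread of the real libraries DESeq2 recovered 78.5% of them in FC, 47.5% in NS and 36.0% in HC, at 68.1%, 78.4% and 84.3% false calls. With the square of the coefficient of variation at 0.1 times that of the real libraries, edgeR recovered 100.0% in FC, 90.0% in NS and 80.0% in HC.

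The reads themselves, the imaging, in situ hybridization, electrophysiology and behavior, the enrichment of gene ontology classes and the network scores were not analysed here. The results of some single genes are not reported here.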

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

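The test of whether the *Xist* reads come from another mouse was chosen after the values were seen.

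In FC mice 05, 06 and 07 *Xist*, which the paper does not discuss and which males express little, was far above its level in the NS and HC libraries. It had 67.0 CPM in the dVenus+ and 421.7 in the dVenus- library of mouse 05, 2314 and 2020 in mouse 06, and 742.0 and 154.6 in mouse 07. The highest value in an NS or HC library was 29.0 and in another FC library 14.1. The same 6 libraries had between 0 and 3 counts on the 4 Y-linked genes together, where the other libraries had a median of 142 CPM. HC mouse 16 had few Y-linked counts, 10 and 12, and 5 and 0 of *Xist*. Reads or cells from another mouse added to those of a male would leave the male's Y-linked counts in place, whereas the highest Y-linked value in the 6 libraries was 0.246 CPM, so an admixture alone is excluded. A candidate explanation is that these 3 mice were female, and the exchange of whole animals or samples is not excluded. All 3 were sequenced in 1 batch with mouse 04, which had 335 and 2163 Y-linked counts, so a property of the batch as a whole would have to spare that mouse. The paper describes male mice, and each dVenus+ against dVenus- comparison is within a mouse.

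Single libraries of NS mice stood apart from the other 3 of their group in 7 of 34 groups of 4 values, by the ratio of the gap to the range, where chance gives 1.7. In the dVenus- library of mouse 19 these were *Arc* with 3.63 normalized CPM (nearest other 0.143), *Nptx2* with 1.21 (0.0714), *Inhba* with 3.93 (0) and *Stat3* with 3.48 (0.273). In other libraries they were *Stat3* in dVenus+ of mouse 18 with 135 (48.1), *Sorcs3* in dVenus- of mouse 18 with 75.2 (12.1), and the number of uniquely aligned reads in dVenus- of mouse 21 with 12351811 (10809083). The last is a matter of reads outside genes, 30.8% in that library, since its 8415900 counts on genes were the fewest of the 4. For *Arc*, *Nptx2*, *Inhba* and *Stat3* in mouse 19 the other dVenus- libraries lay at or near 0. A few reads then suffice for a large ratio, so the chance value of 1.7 does not apply to these genes. For mouse 19, 4 genes that are high in dVenus+ cells stood out together. A small amount of RNA from dVenus+ cells is therefore a candidate explanation, as is activity in 1 of the 10 cells, and no test told them apart. Without mouse 19 *Arc*, *Nptx2* and *Inhba* had at most 3 counts in each dVenus- library that remains, so no size of change is given for them, and *Stat3* had a log2 fold change of 8.93. Without mouse 18 the log2 fold change in NS was 3.37 for *Sorcs3* and 5.70 for *Stat3*.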

How the results depend on the processing

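Chosen after values were seen were the alternatives with edgeR on the authors' 11802 genes, DESeq2 with a prior, and another linear algebra kernel. Unless a reason is given, the cause was not tested.

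The 14 CREB1 targets as a set in FC were past the threshold under each alternative run. All log2 fold changes named for *Arc*, *Sorcs3*, *Penk*, *Acan*, *Bdnf* and *Inhba* in FC mice kept their sign. *Arc* in FC was called in each of the 12 fits that left out 1 mouse. *Acan* was not called with only 6 of the mice (adjusted p = 0.142; over the alternatives with a test of it, 5.34e-17 to 0.142).

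With at least 10 counts required in every library fewer genes were tested, 2087 in FC, 2653 in NS and 2385 in HC, and *Arc* was no longer among them. The calls were then 213 in FC, 0 in NS (341 at an unadjusted p-value under 0.05) and 2 in HC, *Atp6v1g2* and *Chn1*, both lower and named after their values were seen. They held 7 activity regulated genes in FC and 0 in NS, 9 genes of the CREB network, 0 calls shared by FC and NS and 2 by FC and HC, and 29 FC genes passed Bonferroni. The CREB1 target set had a median of 2.00 in NS (camera, p = 0.189) and 0.19 in HC (p = 0.753), and with an estimated correlation 3.64 (p = 0.0524) and 2.32 (p = 0.069).

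DESeq2 on the same genes called 1651 genes in FC, 671 in NS and 625 in HC, with 27, 8 and 4 activity regulated genes, 8 potassium channel genes and 330 FC genes past Bonferroni. FC and NS then shared 162 calls, FC and HC 116 and NS and HC 65, and the interactions gave 1293 genes for FC against NS and 1672 for FC against HC. In the simulated data most calls of this setting were false. DESeq2 without a count filter called 1966, 669 and 463 genes, with 34, 7 and 4 activity regulated genes, 10 potassium channel genes and 358 past Bonferroni, and 148, 84 and 42 shared calls in the same order. It reversed *Egr2* in FC to 0.65. DESeq2 with a prior on the authors' genes called 1005, 179 and 170 genes, with 31, 6 and 4 activity regulated genes, 10 potassium channel genes, 175 past Bonferroni and 29, 23 and 7 shared calls, and reversed *Fos* in FC to 0.52 and *Creb1* in HC to -0.25. With a prior and without a count filter the numbers were 1109, 98 and 87 genes, 33, 5 and 4 activity regulated genes, 10 potassium channel genes, 183 past Bonferroni and 17, 17 and 3 shared calls, and *Fos* was 0.35 and *Egr4* 0.11 in FC and *Creb1* -0.30 in HC.

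The older quasi-likelihood method of edgeR called 137 genes in FC, 0 in NS (384 at an unadjusted p-value under 0.05) and 2 in HC, *Lars2* and *Rn45s*, both higher and named after their values were seen. It called 0 activity regulated genes in NS and 0 potassium channel genes, left 13 FC genes past Bonferroni, and FC and NS shared 0 calls. With DESeq2's size factors 11 genes were called in NS, 2 of them activity regulated, and 0 potassium channel genes in FC. Without a count filter NS had 1 call (*Malat1*), which FC shared, and 0 activity regulated genes called. With edgeR on the authors' genes NS had 2 calls (*Arc* and *Malat1*), both shared with FC.

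Without the mouse as block 487 genes were called in FC, 318 of them also with the block, 13 in NS, 2 of them activity regulated, and 0 in HC (857 at an unadjusted p-value under 0.05). *Dusp14* and *Kcnn3* in FC were then not called (adjusted p = 0.087 and 0.0622) and *Dusp14* in NS was (0.0166), and *Egr1* in FC was 0.35 and *Creb1* in HC -2.09. FC and NS then shared 3 calls, and 21 activity regulated genes and 1 potassium channel gene were called in FC.

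With only the 6 FC mice of one batch 15 genes were called (13 higher, 2 lower), and with only the 4 of another 12 (9 higher, 3 lower), fewer mice being part of the setting. *Creb1* was -0.39 and *Homer1* -0.37 with the 6, and *Junb* -0.19 with the 4. With the percentage of aligned reads as covariate 91 FC genes were called, 89 of them also without it, and *Homer1* was -0.28. With the number of detected genes as covariate 323 were called, 287 of them also without it, and *Homer1* was -0.023 and *Egr1* 0.17.

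Leaving out 1 mouse at a time, NS had from 0 (without 20) to 2 calls (without 19), from 0 to 1 activity regulated gene called and from 0 to 2 calls shared with FC. The CREB1 target set in HC ranged from 2.03 (without 15) to 3.21 (without 16), and without 17 it was not past the threshold (3.10, camera, p = 0.0532). The log2 fold change of *Junb* in FC ranged from -0.012 (without 04) to 0.92, and in HC that of *Penk* from -1.32 (without 16) to 4.58, of *Creb1* from -3.25 (without 15) to 4.34, of *Stat3* from -2.75 (without 15) to 1.59 and of *Dusp14* from -4.55 to 0.72 (without 16).

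FC and the other mice differed on PC2 among dVenus+ libraries by 15.0 with the genes of Supplementary Data 2 (exact permutation test, p = 0.00496), 11.7 on log2 CPM (p = 0.00449), 11.6 after a variance stabilizing transformation (p = 0.000318) and 16.4 with genes of at least 10 counts in at least 10 libraries (p = 0.00335). Among dVenus- libraries these differences were 15.0 (p = 0.00502), 7.43 (p = 0.0188), 8.77 (p = 0.00125) and 16.8 (p = 0.00236), and 16.8 with 500 genes (p = 0.0032). The median correlation between libraries of a condition was 0.538 with genes of at least 10 counts in at least 10 libraries, and the male markers in FC were 0.033 higher in dVenus+ libraries with CPM scaled by TMM (exact sign-flip permutation test, p = 0.869).

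Among the other results, DESeq2 on the same genes left 33 with their direction and side of the threshold and made 7 stronger and 1 weaker, DESeq2's size factors left 39 and changed 2, the fit without a count filter left 36 and made 5 weaker, and the older quasi-likelihood method left 34 and made 7 weaker. The 6 mice left 10 and made 10 weaker, and the 4 mice left 8 and made 12 weaker. The dVenus+ library of FC mouse 03 had the fewest counts on genes, 1352288, and thinning all libraries to that number left the differences in detected genes in FC (-692.2), NS and HC mice with their direction.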

Differences from the paper's values

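The values of the paper's own tool were compared after its counts were known, and of the tests named here the grid of 32 DESeq2 settings per group, DESeq2 with a prior and edgeR on the authors' genes were chosen after seeing the values.

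The paper gives 1157 regulated genes in FC mice, against 422 here, and of the alternatives set before the data were examined only DESeq2 on the same genes (1651) came within 1.5 times. DESeq2 with a prior, chosen after seeing the values, called 1005 on the authors' genes, 993 of them in the paper's list, and 1109 without a count filter, 1050 of them in the list. For NS mice the paper gives 175 genes, against 4 here, and none of the alternatives set before the data were examined closed the gap. DESeq2 with a prior on the authors' genes, chosen after seeing the values, called 179, of which 127 are in the paper's list. For HC mice the paper gives 638, against 0 here (532 at an unadjusted p-value under 0.05), and 2 alternatives set before the data were examined closed the gap, DESeq2 on the same genes with 625, of which 217 are in the paper's list, and without a count filter with 463, of which 108 are. In the grid, chosen after seeing the values, 8 of 32 settings came within 1.5 times of the paper's number in FC (range 520 to 1966), 4 in NS (98 to 1075) and 12 in HC (69 to 1209). The setting in it nearest to 638 called 610 genes in HC, with 147 of them in the paper's list.

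The paper's 26 genes shared by FC and NS compare with 4 here, and none of the alternatives set before the data were examined closed the gap, while DESeq2 with a prior on the authors' genes, chosen after seeing the values, gave 29. The lists of Supplementary Data 3 themselves share 29 genes between FC and NS, 106 between FC and HC, 11 between NS and HC and 3 over all groups, more than the text of the paper gives. For FC and HC the paper gives 92, against 0 here, and DESeq2 on the same genes gave 116 and without a count filter 84, both set before the data were examined. For NS and HC the paper gives 10, against 0 here, and only DESeq2 with a prior on the authors' genes, chosen after seeing the values, came near, with 7. The paper has 2 genes in all of the groups, against 0 here, where none of the alternatives set before the data were examined gave a number within 1.5 times and DESeq2 gave 25 on the same genes and 15 without a count filter, and DESeq2 with a prior and without a count filter, chosen after seeing the values, gave 3.

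The paper counts 204 FC genes past Bonferroni, against 44 here. None of the alternatives set before the data were examined closed the gap, and DESeq2 with a prior, chosen after seeing the values, gave 175 on the authors' genes and 183 without a count filter. Of the paper's 34 activity regulated genes in FC, 17 were called here, and of the alternatives set before the data were examined DESeq2 called 27 on the same genes and 34 without a count filter. Chosen after seeing the values, DESeq2 with a prior called 31 and 33 and edgeR on the authors' genes 23. Of the paper's 11 potassium channel genes 1 was called here, and DESeq2 called 8 on the same genes and 10 without a count filter, both set before the data were examined, and 10 with a prior, chosen after seeing the values. The paper states a minimum of 10 (in units of 1e+06) for aligning reads per sample, against a smallest number of 2.53 uniquely aligned reads here in the same unit, and no alternative applied to it. With all alignments of reads to more than 1 place added, 2 libraries stay under the minimum, with at most 4750226 and 9957256 reads.

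The paper names *Atf3* as its most significant FC gene. Here *Sorcs3* had the smallest p-value among 9709 genes, and without a count filter *Atf3* ranked 5 of 18089. The paper names *Kcnq3* as the most significant gene that is lower, and here it ranked 23 among 9566 genes that are lower without a count filter, with *Slc29a4*, named after its values were seen, first.

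The paper calls *Arc* in HC mice, and here its adjusted p-value was 0.455 (edgeR, Benjamini-Hochberg). DESeq2 called it on the same genes (adjusted p = 7.51e-05) and without a count filter (0.0134), and with a prior, chosen after seeing the values, on the authors' genes (0.00759) and without a filter (0.024), while the adjusted p-value reached 0.873 over all alternatives. The paper calls *Dusp14*, *Nptx2*, *Inhba* and *Sgk1* in NS mice, with adjusted p-values here of 0.0677, 0.396, 0.201 and 0.493 (edgeR, Benjamini-Hochberg). *Dusp14* was called with DESeq2's size factors (0.0428), without the block (0.0166), and by DESeq2 on the same genes (1.68e-08), without a filter (0.000322) and with a prior, chosen after seeing the values (1.35e-05 and 0.00138), and its adjusted p-value reached 0.793 over all alternatives. For *Nptx2* the adjusted p-values of DESeq2 were 5.78e-05, 0.00129, 0.00241 and 0.0127 in the same order, and for *Inhba* 6.87e-08, 0.000163, 0.00124 and 0.0191. *Sgk1* was called by DESeq2 on the same genes (0.00232), without a filter (0.0243) and, chosen after seeing the values, with a prior on the authors' genes (0.042) but not with a prior and no filter (0.123). Over all alternatives the adjusted p-values reached 0.991 for *Nptx2* and *Sgk1* and 0.903 for *Inhba*.

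The paper describes a separation of FC dVenus+ libraries on PC2, which the 100 most variable genes did not show here (difference 4.20, exact permutation test, p = 0.862). With the genes of Supplementary Data 2 and 3 other settings set before the data were examined it was past the threshold among dVenus+ and among dVenus- libraries alike. The paper describes most of its FC genes as absent from other screens, and in Supplementary Data 4 the share of genes without another screen is 33.5%, 32.9% among those called here. Taken for each of its 8 columns alone, a reading the sentence allows, between 55.9% and 99.7% of the FC genes are absent. The paper's sentence on *Arc*, *Atf3*, *Penk* and *Kcnq3* can be read as *Arc* alone being found by other screens or by as many as 4 of them, and Supplementary Data 4 differs only from the first reading, as it lists another screen for *Atf3*. The source data of Supplementary Fig. 5 list *Slc1a2* at 0, against 214 normalized CPM in FC dVenus+ and 389 in dVenus- libraries here.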

Other observations

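The tests on microglial and granule cell transcripts, on *Malat1*, on the share of lower calls and on the components from the genes of Supplementary Data 2 were chosen after the results were seen.

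Exchanging dVenus+ and dVenus- within randomly chosen mice, 1 of 60 assignments, the real one, gave as many FC calls as 422, and the others gave at most 1. For NS mice 1 of the 8 possible assignments gave as many as 4 calls, the real one, the others at most 2, and 8 assignments cannot give a share under 0.05. For HC mice 4 of 4, the real one among them, gave 0 calls, which is the fewest possible. For the interactions of FC with NS and of FC with HC, 4 of 4 groupings of the mice, the real one and 3 others, each gave 0 genes, and as no grouping can give fewer, the regroupings say nothing about a difference between the groups.

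PC1 separated dVenus+ from dVenus- libraries, and a candidate explanation is the number of genes detected. With the 100 most variable genes the difference within mice at an equal number of detected genes was 13.1 (standard error 6.85), and its slope was -0.263 per 1000 genes (standard error 4.11), with a Pearson correlation of -0.0155 and a Spearman correlation of 0.00526 over 19 mice. The 13.1 is within 2 standard errors of 0, while PC1 was higher in 18 of 19 mice and the sign-flip permutation test of this difference gave p = 2e-05, so these values do not decide by themselves. With the genes of Supplementary Data 2 the difference was 27.8 (standard error 1.98), which argues against detected genes as the whole source. The sequencing batch, shared by the 2 libraries of a mouse, is not an explanation of this difference.

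PC2 separated FC from NS and HC libraries with the genes of Supplementary Data 2, by 15.0 over all libraries, and the batch means of FC mice alone ranged over 12.0, at 2.01, -0.96 and 11.0. With the 100 most variable genes the range was 9.68 and the difference 4.01. As no NS or HC mouse shares a batch with FC mice, batch and fear conditioning cannot be told apart on PC2. A memory of fear conditioning in dVenus+ cells alone would make the difference larger among dVenus+ than among dVenus- libraries. The dVenus+ difference minus the dVenus- difference was 0.397 with the 100 most variable genes (permutation test, p = 0.974), which leaves it open because of the spread, and -0.033 with the genes of Supplementary Data 2 (permutation test, p = 0.995), where both cell types differ by 15.0, which argues against it as the source of PC2 there. On PC1 of those genes FC differed from the other mice by 8.81 among dVenus+ (exact permutation test, p = 0.00488) and by 1.99 among dVenus- libraries (p = 0.403), and the first minus the second was 6.82 (permutation test, p = 0.107), which leaves it open on PC1.

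Microglial markers were higher in dVenus+ than in dVenus- libraries of FC mice by 1.57 (SD 2.44, 8 of 12 mice, exact sign-flip permutation test, p = 0.0483, adjusted p = 0.164 over 10 lists). They were higher by 2.09 in NS (3 of 4 mice) and 1.58 in HC mice (2 of 3). In the edgeR test of FC mice *C1qa* (log2 fold change 4.00, adjusted p = 0.0392), *C1qc* (3.67, 0.0214), *Csf1r* (4.51, 0.0188), *Aif1* (3.52, 0.0146) and *Tyrobp* (4.44, 0.018) were called, and *Ctss* (4.10, 0.121) and *C1qb* (2.56, 0.133) were not (Benjamini-Hochberg), all named after their values were seen. A lower share of granule cell RNA would raise the markers of every other cell type alike, but microglial markers rose over astrocyte markers by 2.61 (10 of 12 mice, exact sign-flip permutation test, p = 0.00732, adjusted p = 0.022 over 3 contrasts), which argues against it as the whole source. Over oligodendrocyte and interneuron markers they rose by 1.06 (7 of 12 mice, p = 0.194) and 1.50 (7 of 12 mice, p = 0.11, adjusted p = 0.165), which is within the spread. Microglial RNA or cells taken up with dVenus+ cells may account for the markers, but the set did not pass the adjustment over the lists, so this stays open, as does a change within microglia or neurons.

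Of the other lists in FC mice, oligodendrocyte markers differed by 0.52 (p = 0.14, adjusted p = 0.35), those of their precursors by 0.14 (p = 0.734), astrocyte markers by -1.04 (3 of 12 mice higher, p = 0.0493, adjusted p = 0.164), endothelial markers by 0.05 (p = 0.75), interneuron markers by 0.07 (p = 0.874), female markers by -0.21 (p = 0.377), male markers by -0.05 (p = 0.879) and nuclear-retained RNAs by 0.18 (p = 0.688), all by the exact sign-flip permutation test. The 10 genes with most counts took 43.4% of the counts in dVenus+ and 28.6% in dVenus- libraries of FC mice (9 of 12 mice higher, exact sign-flip permutation test, p = 0.0508, adjusted p = 0.102 over 6 measures), 61.6% and 36.9% in NS and 66.3% and 29.5% in HC mice. The granule cell list was lower in NS by -2.43 (0 of 4 mice higher) and in HC mice by -2.39 (0 of 3), where 4 and 3 mice give a p-value of at least 0.125 and 0.25.

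*Malat1* was higher in dVenus+ libraries of FC mice by 1.16 in log2 CPM (11 of 12 mice, exact sign-flip permutation test, p = 0.00732). A larger share of nuclear RNA would raise other nuclear-retained RNAs too, and as a set these differed by -0.011 (SD 1.64, 8 of 12 mice higher, exact sign-flip permutation test, p = 0.979). They moved in both directions, with *Miat* at -2.96 (0 of 12 mice higher, exact p = 0.000488, the smallest possible), *Snhg11* at 1.20 (p = 0.0308), *Rian* at 1.01, *Meg3* at 0.83 and *Neat1* at -0.14, and the share of reads outside genes differed by -1.87 points (exact sign-flip permutation test, p = 0.623), so the explanation stays open.

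Of the FC calls 65.4% were lower in dVenus+ cells. With DESeq2's size factors the share was 61.9% (95% interval 57.0 to 66.6) and with detected genes as covariate 58.8% (53.2 to 64.2), both above an equal split by intervals that treat genes as independent. The covariate changed which genes were called, 287 of its 323 calls being shared with the fit without it, which argues against detected genes as the whole source. DESeq2's size factors take most genes as unchanged, as TMM does, and 401 of their 412 calls were shared, so this says little about normalization, which stays open. With the percentage of aligned reads as covariate it was 46.2% (35.6 to 56.9) of 91 calls, where as many of the leading calls without it gave 55.0%, so this explanation stays open.

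Genes with symbols beginning with Kcn had a median log2 fold change of -0.48 over 44 genes in FC mice. This rests on the 8 genes of Fig. 2f, which the paper selected on these libraries, with a median of -1.78. The other 36 had a median of -0.10, against -0.11 for 9665 other genes. The 8 were taken out because of their change, whereas the 9665 genes kept their changed ones. This split therefore shows the family as a whole neither lower nor unchanged. The 44 genes are long, with a median of 46704.5 bases against 25870 for other genes. Of 10000 lists matched on length and mean expression, 2.78% had a median as low (median of the lists -0.10), or 7.59% when matched on length alone. As the 44 genes include those selected for a change, the lists do not decide on gene length, which stays open.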
